# How Do Human Cells React to the Absence of Mitochondrial DNA?

**DOI:** 10.1371/journal.pone.0005713

**Published:** 2009-05-28

**Authors:** Rossana Mineri, Norman Pavelka, Erika Fernandez-Vizarra, Paola Ricciardi-Castagnoli, Massimo Zeviani, Valeria Tiranti

## Abstract

**Background:**

Mitochondrial biogenesis is under the control of two different genetic systems: the nuclear genome (nDNA) and the mitochondrial genome (mtDNA). The mtDNA is a circular genome of 16.6 kb encoding 13 of the approximately 90 subunits that form the respiratory chain, the remaining ones being encoded by the nDNA. Eukaryotic cells are able to monitor and respond to changes in mitochondrial function through alterations in nuclear gene expression, a phenomenon first defined in yeast and known as retrograde regulation. To investigate how the cellular transcriptome is modified in response to the absence of mtDNA, we used Affymetrix HG-U133A GeneChip arrays to study the gene expression profile of two human cell lines, 143BTK^−^ and A549, which had been entirely depleted of mtDNA (ρ° cells), and compared it with that of corresponding undepleted parental cells (ρ^+^ cells).

**Results:**

Our data indicate that absence of mtDNA is associated with: i) a down-regulation of cell cycle control genes and a reduction of cell replication rate, ii) a down-regulation of nuclear-encoded subunits of complex III of the respiratory chain and iii) a down-regulation of a gene described as the human homolog of *ELAC2* of *E. coli*, which encodes a protein that we show to also target to the mitochondrial compartment.

**Conclusions:**

Our results indicate a strong correlation between mitochondrial biogenesis and cell cycle control and suggest that some proteins could have a double role: for instance in controlling both cell cycle progression and mitochondrial functions. In addition, the finding that *ELAC2* and maybe other transcripts that are located into mitochondria, are down-regulated in ρ° cells, make them good candidates for human disorders associated with defective replication and expression of mtDNA.

## Introduction

Mitochondria are double-membrane cytoplasmic organelles that house a number of fundamental cellular pathways and functions, including, the aerobic synthesis of ATP [1]; the biosynthesis of heme, ketones, and uridine [2], calcium trafficking, and control of apoptosis [3]. Since reactive oxygen species (ROS) are by-products of respiration, mitochondria are also the major source of ROS, being equipped with protective systems to prevent damage determined by these harmful compounds.

Mitochondria have their own DNA [4]: the human mitochondrial genome (mtDNA) is a 16.6 kb double-stranded circular DNA molecule encoding 13 of the approximately 90 subunits that form the respiratory chain, the remaining ones being encoded by the nuclear genome (nDNA). These latter proteins are synthesized in the cytoplasm and imported into mitochondria where they are assembled, together with the mitochondrially encoded subunits, to form the respiratory chain complexes of the inner mitochondrial membrane [5].

While important factors involved in mtDNA expression and replication have been identified in humans, little is known about the molecular mechanisms regulating the nuclear-mitochondrial cross-talk. Eukaryotic cells are able to monitor and respond to changes in mitochondrial function through alterations in nuclear gene expression, a phenomenon first defined in yeast and known as retrograde regulation [6]. To investigate the nuclear response to impairment of mitochondrial function, a commonly applied method involves the use of so-called ρ° cell lines, i.e. cells that have been completely depleted of mtDNA by prolonged exposure to sub-lethal doses of ethidium bromide (EthBr). For instance, Delsite et al. [7] used spotted radioactive microarrays to compare the transcriptome of a human breast cancer cell line and its ρ° derivative and found deregulation of a number of different genes involved in pathways as diverse as cell signalling, metabolism, cell growth and differentiation. Behan et al. [8] used Affymetrix technology to study the nuclear gene expression response to the lack of mitochondrial DNA in ρ° and ρ^+^ (i.e. non-depleted parental) Nawalma cells. According to their analysis the most affected cellular functions were exemplified by genes involved in hypoxic response, glycolysis and fatty acid oxidation and genes encoding mitochondrial ribosomal proteins, transport channels and tRNA synthases. More recently, Magda et al. [9] used Affymetrix microarrays to compare ρ° and ρ^+^ A549 lung cancer cells grown either in culture or as xenografts in nude mice. Results from that study showed that mtDNA levels regulated the expression of genes involved in glucuronydation, tRNA synthetase, immune surveillance and peroxisomal lipid metabolism. Although these studies proved valuable insights into the complexity of the nuclear response to the absence of mtDNA, their different results also emphasize the difficulty in identifying common signatures of mtDNA depletion across various model systems. The partially non-overlapping results reported in above-cited studies may be attributed either to the use of different microarray platforms and analysis methods or to the use of different cell lines and growth conditions. Cell-type specific effects had already been reported by quantitative transcription analysis of a selected number of nuclear genes across two different human ρ° cell lines, their ρ^+^ counterparts, and fibroblasts from a patient affected by Kearns-Sayre syndrome (KSS) [10]. Furthermore, growth conditions proved to have a higher influence on gene expression profiles than the effect of mtDNA depletion itself [9].

To identify which nuclear transcripts are subjected to retrograde regulation in human cells regardless of the specific cell type, we performed a comparative microarray analysis of global RNA expression profiles in two immortal human cell lines and in their ρ° cell derivatives. Using a stringent statistical approach, we identified 191 genes the expression of which was significantly and consistently different in both ρ° cell lines compared with their parental cell lines.

## Results and Discussion

### Gene expression profiling of human ρ° cell lines

In order to minimize cell line-specific effects on nuclear transcription due to EthBr treatment, we compared the expression profiles obtained from two different cell lines, 143BTK^−^ osteosarcoma cells and A549 lung adenocarcinoma cells, to that of their mtDNA-less (ρ°) derivatives. 

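RNA of 4 groups of cells was hybridised to 12 HG-U133A arrays, 3 arrays for each group. The groups were the ρ+ and ρ° cells of 143BTK−, an osteosarcoma line that lacks thymidine kinase, and the ρ+ and ρ° cells of A549, an epithelial line from a lung adenocarcinoma. The ρ° cells had lost their mtDNA during 3 weeks in 50 ng/ml ethidium bromide and were kept as a mixed population, and the medium held 10% serum, 1 mM pyruvate and 50 µg/ml uridine, which cells without a respiratory chain need. Each array came from its own RNA extraction of 12 µg total RNA, and the paper calls the 3 arrays of a group biological replicates. The array reads 22283 probe sets, each a group of short probes against the 3′ part of a transcript. The authors computed a signal per probe set with Microarray Suite 5.0 and quantile-normalized the 6 arrays of each line on their own, and these normalized signals are the values used here. The median signal was therefore the same on every array of a line (27.6 in 143BTK− and 31.4 in A549), and levels cannot be compared between the lines. Between 2 replicates of a group the median absolute difference of the log2 signals was 0.27 to 0.49, and Pearson's r across probe sets was 0.899 to 0.964. With 3 arrays in a group, the smallest p an exact permutation can give is 0.1 in a line and 0.005 over both lines.
The authors left out probe sets called Absent on all 6 arrays of a line. Detection calls were not used here for this step. In their place the 14012 probe sets of 143BTK− and the 13096 probe sets of A549 with the highest mean log2 signal were kept, which are the paper's numbers, and 12139 of them were kept in both lines. The lowest mean signal kept was 12.6 in 143BTK− and 19.1 in A549. The log2 signals of the ρ° and the ρ+ arrays were compared in each line with limma (two-sided, with an intensity trend and Benjamini-Hochberg adjustment), where the paper used a power law global error model. A limma fit of all 12 arrays gave the mean change over both lines and the difference of the change between the lines. Changes are given as ρ° relative to ρ+, and groups of genes were tested with limma's camera. Probe sets were named from the platform annotation, with symbols taken from the RefSeq table of the assembly GRCh38.p14. A single gene was listed for 19071 probe sets, several genes for 1043 and none for 2169, and 24 probe sets without a single listed gene were named from Table S1. Of the probe sets, 0 were annotated to a gene of mtDNA, which does not show whether a probe set without a listed gene reads one of its transcripts.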

The latter were generated with no clonal selection (see Materials and Methods), in order to dilute any possible effect due to chromosomal aneuploidy, which can occur in cancer-derived cultured cells. Three independent biological replicates were used for each cell type. The method adopted to identify differentially expressed genes takes into account the variance-versus-mean dependence that exists in microarray data, which typically follows a power law [11]. Using the Power Law Global Error Model (PLGEM) analysis method, selection of significant changes in gene expression is intrinsically more stringent for transcripts with very low expression levels, than for transcripts with high expression levels [11]. Due to high noise of microarray data and to the relatively small sample size in comparison to the number of analyzed genes, our approach was mainly aimed at limiting the amount of false predictions. 

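The probe sets that were higher in the ρ° cells of both lines at an unadjusted p under 0.05 in each included NUPR1, a stress-induced chromatin protein (3.84-fold in A549), NNMT, which methylates nicotinamide (2.91-fold in 143BTK− and 4.26-fold in A549), BCHE, a secreted cholinesterase (2.84-fold in 143BTK−), FCGRT, the neonatal Fc receptor (2.79-fold and 3.57-fold), and SLC1A4, a transporter of neutral amino acids (2.10-fold in 143BTK−). PIGN, CHMP1B, HFE, MAN2B2 and ATP9A completed the 10 highest when ranked by the smaller of both changes. A probe set annotated to PTPRO, a receptor tyrosine phosphatase, was lower in both, with mean signals of 7.07 and 9.53 in the ρ° cells, below the lowest mean signal kept in a line (12.6 in 143BTK− and 19.1 in A549), so the size of its decrease was not measured. The other PTPRO probe set had mean signals of 8.8 and 11.6 in the parental cells, below the lowest mean signal kept. ZNF710, a zinc finger protein, was lower in both, NRCAM, a neuronal cell adhesion molecule, was 4.50-fold and 4.59-fold lower, ABCG2, a drug efflux transporter, 2.63-fold and 3.21-fold lower, PTGS2, the inducible cyclooxygenase, 2.51-fold lower in 143BTK− and lower in A549, and CXCL8, the chemokine interleukin 8, 10.2-fold and 2.39-fold lower, and the 10 also held KAZN, MAGOH2P, EBP and ALDOC. The lower of the 2 mean signals was under the same limit for NUPR1 in 143BTK−, for BCHE, SLC1A4 and PTGS2 in A549 and for ZNF710 in both lines, so no size is given there. In the 12-array fit 18 of these 20 passed the test of the mean change, among them PTPRO (limma, adjusted p = 1.76e-05), NRCAM (0.000215) and NUPR1 (0.00696). MAGOH2P (0.0581) and CXCL8 (0.0591) did not. The 20 were chosen by their changes in both lines on the same arrays, so this count is no independent evidence.
Other probe sets of some genes moved less, with log2 changes of 0.19 and −0.32 in 143BTK− and A549 for ZNF710 and of −0.32 and −1.04 for NRCAM. NUPR1 (chromosome 16) lies on a chromosome whose genes were lower as a group in A549 ρ° cells, NRCAM (7) and ZNF710 (15) on ones that were lower in A549 and higher in 143BTK− ρ° cells, ABCG2, CXCL8 and MAN2B2 (4) on one that was lower in 143BTK− ρ° cells, and KAZN and PTGS2 (1) on one that was lower in both. The decrease of chromosome 1 in A549 was small, with a contrast of −0.055 to all other chromosomes. PIGN and CHMP1B (18) lie on a chromosome that was higher as a group in both kinds of ρ° cells, FCGRT (19) on one that was higher in 143BTK−, and BCHE (3), NNMT (11), HFE (6), EBP (X), PTPRO (12), MAGOH2P and ALDOC (17) on ones that were higher in A549. Over all 12139 probe sets kept in both lines, 239 rose and 210 fell in the mean change at an adjusted p under 0.05 from limma. Of the 8 regroupings (out of 100) that kept the 2 groups of A549 together, 4 gave this total of 449 or more (highest 1022), so chance is not excluded for a change shared by both lines. The total was 608 without the 2 parental C arrays, and it was 230, 141 or 221 without the 143BTK− ρ+ A, ρ+ B or ρ° A array and 281, 132, 110 or 159 without the A549 ρ+ A, ρ+ B, ρ° A or ρ° B array. At an adjusted p under 0.05 in each line taken alone, limma called 0 probe sets in both lines. Without adjustment, limma called 189 in the same direction, and a power law global error model, with a level of 0.05 per gene that is not adjusted, called 624 or 590 when fitted on the ρ+ or the ρ° replicates of the same lines.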

A total of 191 genes (Table S1) were identified as differentially expressed in both cell lines: 88 genes in common were up-regulated while 103 in common were down-regulated (Figure 1). 

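At an unadjusted p under 0.05 from limma in each line, 97 probe sets were higher in both kinds of ρ° cells and 92 were lower in both. Independent lists of the same sizes would share 65.7 higher and 73.0 lower probe sets, and the observed overlaps were above these numbers (Fisher's exact test, p = 5.58e-05 and p = 0.0172, across probe sets, which are not independent of each other). Of 100 regroupings of the arrays, 8 kept the 2 groups of A549 together (the real grouping among them), and 4 of these 8 gave the total of 189 or more (highest 402), so chance is not excluded for a change shared by both lines. A further 116 probe sets passed in both lines in opposite directions, where independent lists would give 139.4. DLK2, a relative of the Notch ligands, was 4.36-fold lower in 143BTK− and higher in A549, and ARG2, the mitochondrial arginase, OLFML3, a secreted glycoprotein, and GPNMB, a lysosomal glycoprotein, also moved in opposite directions in the lines, ARG2 with 1 of its 2 probe sets. These 4 genes were chosen after their values were seen. ARG2 (chromosome 14) lies on a chromosome that was lower as a group in 143BTK− and higher in A549 ρ° cells, GPNMB (7) on one that was higher in 143BTK− and lower in A549, DLK2 (6) on one that was higher in A549 and OLFML3 (1) on one that was lower in both. Across the 12139 probe sets the log2 changes of the lines had a Pearson's r of 0.0787 and a Spearman rank correlation of 0.0775, and 52.9% had the same sign. The total of 189 probe sets with the same direction was 117 without the 143BTK− ρ+ B array and 268 without the 2 parental C arrays.

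**Figure D1:**
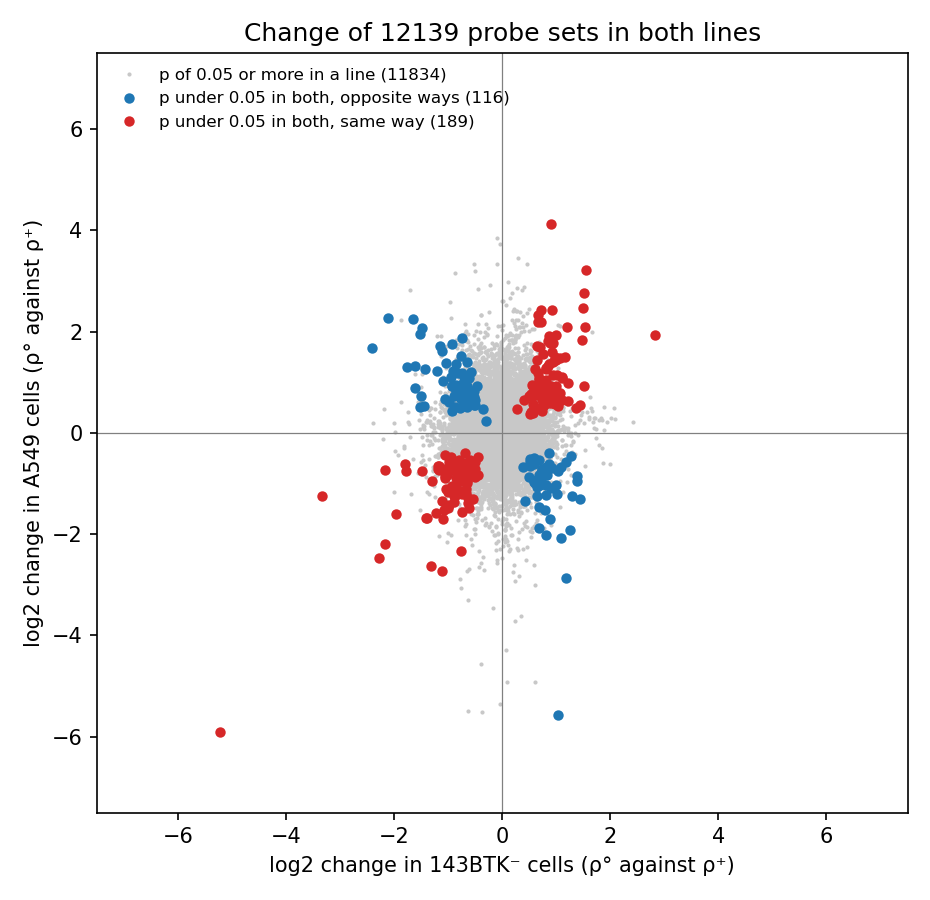
Log2 change (ρ° relative to ρ+) of 12139 probe sets in 143BTK− (horizontal axis) against A549 (vertical axis), each point 1 probe set and the mean of 3 arrays against 3. Coloured points passed an unadjusted p under 0.05 from limma in both lines, 189 in the same direction and 116 in opposite directions.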

Only ∼30 genes were expected to be selected by chance using this statistical technique (see Materials and Methods for details).

**Figure 1:**
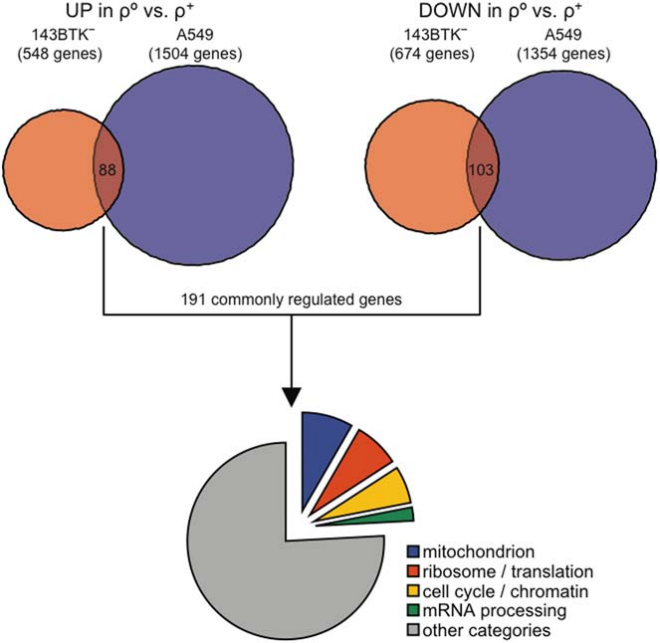
Microarray data analysis strategy. A schematic overview of the strategy used to identify genes commonly up- or down-regulated in ρ° cells is given (see Materials and Methods for details).

In order to determine whether our gene cohort was significantly enriched in gene products associated with specific molecular functions, sub-cellular compartments or biological processes, we analyzed the functional annotations of the 191 differentially expressed transcripts by using their associated Gene Ontology (GO) terms. The most significantly enriched GO terms were used as a guide to manually assemble a functional classification of the differentially expressed genes, grouping together terms with similar biological function. 

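Genes of mRNA splicing were lower in ρ° cells in the mean change over both lines. Of 42 measured pre-mRNA splicing factors, 5 fell and 0 rose at an adjusted p under 0.05 from limma (8 fell when adjusted over the list alone, and 11 fell and 1 rose without adjustment). These were SNRPD3 and SNRPB, proteins of the Sm core of spliceosomal particles (log2 change −0.78 and −0.64), PRPF4 and PRPF3, parts of the U4/U6 particle (2.03-fold and 2.01-fold lower), and LSM5, a subunit of the ring that binds U6 RNA (−0.57). LSM5 differed between the lines (0.33 in 143BTK− and −1.47 in A549, adjusted p of the difference = 0.00483 from limma). The median change of the list was −0.20 (limma camera, adjusted p = 0.00418, and adjusted p = 0.238 with an estimated correlation). By line the adjusted p from limma camera was 0.139 in 143BTK− and 0.0173 in A549 (0.795 and 0.504 with an estimated correlation), and 0.0573 in A549 without the ρ+ A array.
Translation factors moved in both directions. Of 36 measured, 3 rose and 3 fell (4 and 3 when adjusted over the list alone). EIF2S3, the gamma subunit of the initiation factor eIF2, rose by 1.67 on the log2 scale, EIF4B, a cofactor of the initiation helicase, by 0.84 and the elongation factor EEF2 by 0.56. GSPT1, a termination factor, fell by 1.05, EIF2S1, the alpha subunit of eIF2, by 0.96 and EIF4G2, a relative of the eIF4G scaffold, by 0.66, and the list as a whole did not shift (limma camera, adjusted p = 0.698). Of 52 cytosolic ribosomal proteins, RPL35A and RPS25 rose (0.57 and 0.56) and 0 fell (4 rose when adjusted over the list alone, and 14 rose and 1 fell without adjustment). Their median change was 0.09 (limma camera, adjusted p = 0.00491, and adjusted p = 0.455 with an estimated correlation). By line it was 0.484 in 143BTK− and 0.00749 in A549 (0.927 and 0.631 with an estimated correlation), and 0.056 and 0.0586 in A549 without the ρ+ C or the ρ° B array. With each change centred on the median of its chromosome, the adjusted p from limma camera was 0.0721 in A549 and 0.026 in the mean change. SNRPD3 (chromosome 22) lies on a chromosome that was lower as a group in 143BTK− ρ° cells, EIF2S1 (14) on one that was lower in 143BTK− and higher in A549, LSM5 (7) on one that was higher in 143BTK− and lower in A549, GSPT1 (16) on one that was lower in A549, and PRPF3 (1) and PRPF4 (9) on ones that were lower in both. EEF2 (19) lies on a chromosome that was higher as a group in 143BTK− ρ° cells, and EIF2S3 (X), RPL35A (3), RPS25 and EIF4G2 (11) and EIF4B (12) on ones that were higher in A549 ρ° cells.
Table S2 places 4 probe sets under mRNA processing and 14 under ribosome and translation. They were chosen by the study on these samples and are no independent evidence of a direction. All 4 and 4 of the 14 passed limma's test of the mean change in the direction given there, 3 and 8 passed in A549 alone after adjustment, and 2 and 3 passed in 143BTK− at an unadjusted p under 0.05.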

Four main functional categories were identified in this way (Figure 1 and Table S2): genes encoding mitochondrial proteins (16 entries), genes involved in protein synthesis (14 entries), genes involved in cell cycle and chromatin structure (12 entries) and genes involved in mRNA processing (4 entries).

### Validation of microarray data by real-time PCR and Western blot

We confirmed the results obtained by microarray analysis by quantitative RT-PCR (real-time PCR) on a limited number of genes. The absence of mtDNA and mitochondrial specific transcripts was demonstrated in ρ° cells by quantitative PCR (data not shown). 

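Transcripts of UQCRFS1 (RIS1, the Rieske iron-sulphur protein of complex III) and ELAC2 (the tRNA 3′ processing nuclease) had lower mean signals in ρ° cells of both lines, and those of SLC25A6 (ANT3, an adenine nucleotide translocator) and ATP5F1D (ATP5D, the delta subunit of the F1 particle) had higher ones. The ratio of the ρ° to the ρ+ mean was 0.779 in 143BTK− and 0.633 in A549 for UQCRFS1, 0.606 and 0.521 for ELAC2, 1.36 and 1.51 for SLC25A6, and 1.41 and 1.65 for ATP5F1D. The 2 probe sets of PHB1 (PHB, the chaperone prohibitin) differed, with ratios of 0.803 and 0.690 for the one that Table S1 lists and of 1.49 and 1.03 for the other, which had the higher signal. Over both lines together, an exact two-sided permutation of the arrays within each line gave p = 0.005 for ATP5F1D (0.025 for its other probe set), p = 0.010 for UQCRFS1, p = 0.025 for ELAC2, p = 0.035 for SLC25A6 and p = 0.4 for the listed PHB1 probe set (0.14 for the other), and 0.005 is the smallest p that its 400 arrangements allow. All 3 ρ° arrays lay above all 3 ρ+ arrays in both lines for ATP5F1D, and all 3 lay below in A549 for UQCRFS1 and ELAC2, where chance alone gives 10% of genes apart in a line. GAPDH, a glycolytic enzyme and the reference transcript of the RT-PCR, had a log2 change of −0.06 (standard error 0.09) in 143BTK− and −0.11 (standard error 0.11) in A549 (limma, adjusted p = 0.891 and 0.581). The sign of the GAPDH change was not the same in all of its probe sets.

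**Figure D2:**
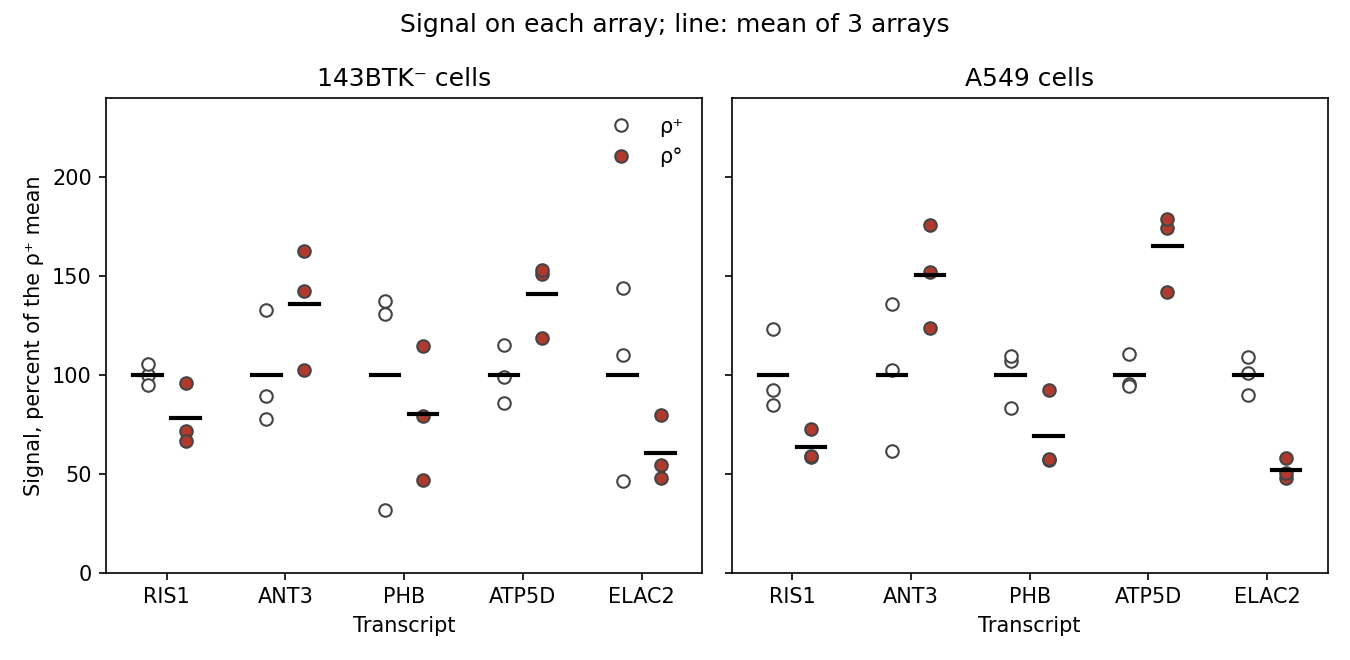
Signal of 5 transcripts on each array, in percent of the mean of the 3 ρ+ arrays of the same line, for 143BTK− and A549. Points are arrays and horizontal bars are means of 3 arrays. The ATP5D points of the ρ° cells lie above all ρ+ points in both lines, while the PHB points of the ρ° and ρ+ cells overlap.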

As reported in Figure 2A, five gene-products whose differential expression passed the statistical test (RIS1, ANT3, PHB, ATP5D, ELAC2) in microarray experiments, also showed significantly different expression levels by RT-PCR. On the contrary, expression of genes involved in mtDNA transcription (such as TFAM) and replication (such as SSBP1, POLG1 and PEO1) that did not pass the statistical test, for instance because of a “No Change” call in either one of the microarray replicates, was also unchanged by real-time PCR (data not shown).

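TFAM, the transcription factor that packages mtDNA, had a mean signal of 153 ± 75.4 in ρ° and 203 ± 35.8 in ρ+ cells of 143BTK− (SD, n = 3 arrays each; log2 change −0.54, adjusted p = 0.762 from limma) and of 52.2 ± 12.4 against 93.5 ± 12.7 in A549 (log2 change −0.86, adjusted p = 0.0653 from limma). Its other probe sets had log2 changes of −0.30 and −0.49 in 143BTK− and of −0.31 and −0.96 in A549 (limma, adjusted p = 0.849, 0.797, 0.559 and 0.142). SSBP1, the mitochondrial single-stranded DNA-binding protein, fell in A549, from 864 ± 88.6 to 536 ± 40.9 (SD, n = 3 arrays; log2 change −0.69, standard error 0.16, adjusted p = 0.0257 from limma). In 143BTK− its log2 change was −0.12 (standard error 0.29, adjusted p = 0.935 from limma), and the difference between the lines did not pass the test (adjusted p = 0.441). POLG (POLG1), the catalytic subunit of the mtDNA polymerase, had log2 changes of 0.43 in 143BTK− and 0.22 in A549 (adjusted p = 0.775 and 0.78 from limma). TWNK (PEO1), the mtDNA helicase, had log2 changes of 0.04 and −0.73 (adjusted p = 0.988 and 0.162 from limma). Over both lines, the exact permutation p was 0.03 for TFAM (0.27 and 0.075 with its other probe sets), 0.08 for SSBP1 (0.3 with the other), 0.355 for POLG (0.575 with the other kept one) and 0.275 for TWNK, and the mean change passed limma's adjusted threshold for 0 of the 4. SSBP1 lies on chromosome 7, whose genes were lower as a group in A549 and higher in 143BTK− ρ° cells, POLG lies on chromosome 15, which moved the same ways, and the SSBP1 adjusted p was 0.409 once each change was centred on the median of its chromosome. The A549 call from limma also did not hold without the ρ+ B, ρ° A or ρ° B array (adjusted p = 0.102, 0.0796 and 0.0943) or without the intensity trend (0.0845).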

**Figure 2:**
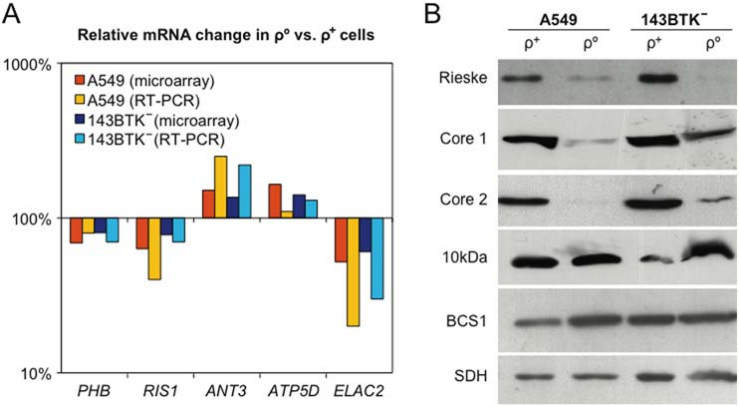
Validation of microarray data. (A) Comparison between relative mRNA changes predicted by microarray and those verified by RT-PCR analysis, in either A549 or 143BTK− cells. Bars represent average relative expression changes of the genes indicated at the bottom, comparing ρ° cells vs. ρ+ controls across three biological replicates. (B) Western blot analysis on ρ+ and ρ° cell lysates of complex III subunits (Rieske, Core 1, Core2, and 10 kDa subunits) and of the assembly factor BCS1L. To normalize for the protein content in each lane an SDH specific antibody was used as a mitochondrial standard.

The Rieske iron-sulfur protein, a component of the complex III of the respiratory chain, was found significantly down-regulated by microarray analysis in both ρ° cell lines. 

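The probe set of UQCRFS1, the gene of the Rieske protein, had a signal of 1232 ± 246 in ρ° and 1581 ± 84.5 in ρ+ cells of 143BTK− (SD, n = 3 arrays each). In A549 the signal was 2674 ± 335 in ρ° and 4224 ± 859 in ρ+ cells (SD, n = 3 arrays each). UQCRFS1 fell in A549 (log2 change −0.65, standard error 0.17, adjusted p = 0.0333 from limma, with all 3 ρ° arrays below the ρ+ arrays) and in the mean change over both lines (−0.51, adjusted p = 0.0384 from limma). In 143BTK− taken alone the log2 change was −0.38 (standard error 0.18, adjusted p = 0.627 from limma), with 2 of the 3 ρ° arrays below all ρ+ arrays, and the difference between the lines did not pass the test (adjusted p = 0.617). The gene lies on chromosome 19, whose genes were higher as a group in 143BTK− ρ° cells. Its probe set was named from Table S1 and was not centred itself, and its adjusted p in A549 was 0.0717 from limma when the changes of the other probe sets were centred on the medians of their chromosomes. Without the A549 ρ+ A, ρ+ B, ρ° A or ρ° B array its adjusted p from limma was 0.0571, 0.0546, 0.135 or 0.108, and without the intensity trend it was 0.131.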

Marked reduction of the corresponding protein was confirmed by Western blot analysis on SDS PAGE (Figure 2B). Conversely, transcripts of complex III 10 kDa subunit and complex III assembly factor BCS1L, were unchanged in the microarray data and the corresponding proteins were found unchanged by Western blot analysis (Figure 2B).

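The complex III subunits of about this size are encoded by UQCRQ, UQCR10 and UQCR11, and the blot's antibody was not tied to one of these genes here. UQCRQ, which encodes subunit VII, had a log2 change of −0.09 in 143BTK− and −0.33 in A549 (adjusted p = 0.92 and 0.385 from limma). UQCR11 had log2 changes of −0.03 and 0.04 (adjusted p = 0.988 and 0.927 from limma). UQCR10 had log2 changes of −0.63 (standard error 0.23, adjusted p = 0.56 from limma) and 0.03 (adjusted p = 0.951), with 2 of 3 ρ° arrays below all ρ+ arrays in 143BTK−. Its gene lies on chromosome 22, which was lower as a group in 143BTK− ρ° cells. The 95% confidence intervals of the changes in A549 were −0.82 to 0.17 for UQCRQ, −0.49 to 0.56 for UQCR10 and −0.41 to 0.49 for UQCR11. The signs of the small changes of UQCRQ, UQCR10 and UQCR11 depended on single arrays.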

### Differential effects on complex V and complex III in cells lacking mtDNA

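Of the 16 probe sets that Table S2 places in the mitochondrion, 6 are listed there as higher and 10 as lower in ρ° cells. In the mean change over both lines, 10 of the 16 passed limma's adjusted threshold in that direction, and in A549 alone 10 passed. In 143BTK− 8 passed an unadjusted p under 0.05 in that direction. PYCR1, which makes proline in mitochondria, rose by 0.78 on the log2 scale over both lines, and PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, by 0.88. GOT2, the mitochondrial aspartate aminotransferase, fell by 0.61 and EMC8, listed in that category, by 0.72. GOT2 and EMC8 lie on chromosome 16, which was lower as a group in A549 ρ° cells (limma, adjusted p = 0.206 and 0.0655 there after centring on the chromosome's median), PCK2 on chromosome 14, which was lower as a group in 143BTK− and higher in A549 ρ° cells, and PYCR1 on chromosome 17, which was higher in A549. The study chose these genes on these samples, so their count is no independent evidence of a direction.
Lists of mitochondrial genes were also written without these samples. Of 48 mitochondrial ribosomal proteins, 1 rose and 3 fell in A549 (the same numbers when adjusted over the list alone, 4 and 10 without adjustment; median change −0.17, limma camera adjusted p = 0.329), with MRPL15, MRPL13 and MRPS34 lower and MRPL42 higher. Of 27 mitochondrial chaperones, proteases and import proteins, 4 fell and 0 rose in A549 (5 and 0 when adjusted over the list alone, 8 and 0 without adjustment; limma camera adjusted p = 0.193, limma fry adjusted p = 0.00499). These were TRAP1, a mitochondrial HSP90 (log2 change −0.94), HSPD1, the mitochondrial HSP60 (−0.68), and the import subunits TIMM17A and TOMM40, and another probe set of HSPD1 and one of TIMM17A did not pass. Of 17 enzymes of the tricarboxylic acid cycle, 1 rose and 4 fell in A549 (2 and 4 when adjusted over the list alone; limma camera adjusted p = 0.802), with IDH2, the mitochondrial isocitrate dehydrogenase that uses NADP, at 1.37 and MDH2, the malate dehydrogenase, at −0.88. In 143BTK− limma called 0 genes of these 3 lists after adjustment, and 0, 3 and 0 at an unadjusted p under 0.05. TRAP1 and MRPS34 (chromosome 16), MRPL15 and MRPL13 (8) lie on chromosomes that were lower as a group in A549 ρ° cells, TIMM17A (1) on one that was lower in both, MDH2 (7) and IDH2 (15) on ones that were lower in A549 and higher in 143BTK−, MRPL42 (12) on one that was higher in A549 and TOMM40 (19) on one that was higher in 143BTK−.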

Table S2 reports 16 differentially expressed nuclear genes coding for mitochondrial proteins. Both “up” and “down” changes were detected in ρ° vs. ρ^+^ cells. For instance, the transcripts of ATP5D, which is part of the F1 particle of the ATP synthase (complex V), and isoform 3 of the adenine nucleotide translocator (ANT3) were both up-regulated (+30–40%) by microarray and RT-PCR analysis (Figure 2A). ρ° cells retain both an aurovertin-sensitive ATPase activity, provided by the F1 particle, and an adenine nucleotide translocation activity, carried out by the three ANT isoforms [12]. These activities are essential to maintain the mitochondrial membrane potential, prevent osmotic swelling of the organelle and avoid apoptosis due to cytochrome c release [13].

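ATP5F1D (ATP5D), the delta subunit of the F1 particle, rose in A549, from a signal of 240 ± 21.4 in ρ+ to 396 ± 48.2 in ρ° cells (SD, n = 3 arrays; log2 change 0.72, standard error 0.19, adjusted p = 0.0356 from limma), and in the mean change over both lines (0.61, adjusted p = 0.0268 from limma). In 143BTK− its signal was 537 ± 78.2 in ρ+ and 756 ± 103 in ρ° cells (SD, n = 3 arrays; log2 change 0.50, standard error 0.20, adjusted p = 0.581 from limma). SLC25A6 (ANT3) had a signal of 736.7 ± 213 in ρ+ and 1000.2 ± 224 in ρ° cells of 143BTK− (SD, n = 3 arrays; log2 change 0.45, standard error 0.26, adjusted p = 0.684 from limma) and of 1492 ± 555 and 2246 ± 390 in A549 (SD, n = 3 arrays; log2 change 0.65, standard error 0.26, adjusted p = 0.14 from limma), and its mean change did not pass the test (adjusted p = 0.134). Of the other translocators, SLC25A5 (ANT2) and SLC25A4 (ANT1) were measured in both lines, and limma called 0 of these 2 in a line after adjustment (in A549 1 rose when adjusted over the list alone and at an unadjusted p under 0.05, SLC25A4 with a log2 change of 0.61). Of 15 measured nuclear subunits of complex V, 3 rose and 1 fell in A549 (3 and 2 when adjusted over the list alone). ATP5MC2, a gene of the membrane ring's c subunit, rose there by 0.87 on the log2 scale, ATP5MG, the g subunit, rose by 0.46, and ATP5MC3, another gene of the c subunit, fell by 0.58. In the mean change 2 of 15 rose, ATP5F1D and ATP5MC2 (0.62), and 0 fell (2 and 0 when adjusted over the list alone, 4 and 2 without adjustment), and the list did not shift as a whole (limma camera, adjusted p = 0.292).
ATP5MC2 (chromosome 12), ATP5MG (11), SLC25A5 and SLC25A6 (X) lie on chromosomes that were higher as a group in A549 ρ° cells. ATP5F1D lies on chromosome 19, whose genes were higher as a group in 143BTK− ρ° cells. The median of chromosome 19 in A549 was −0.03, so centring on it took nothing from the rise of ATP5F1D (log2 change 0.72). The adjusted p of ATP5F1D in A549 was 0.0793 after centring, while its other probe set gave 0.126 without centring. Without the A549 ρ+ A, ρ+ B, ρ° A or ρ° B array its adjusted p was 0.0892, 0.0868, 0.141 or 0.127, and without the intensity trend it was 0.0808.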

As already mentioned, an opposite effect was observed in genes encoding subunits of the complex III, for instance, transcription of the Rieske iron-sulphur protein [14] was down by 60–70%. This phenomenon was specific because the expression of other genes encoding for respiratory chain complexes was unaltered. 

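The mean signal of UQCRFS1 was 22.1% lower in ρ° than in ρ+ cells of 143BTK− and 36.7% lower in A549. The 95% confidence interval of the log2 change was −0.78 to 0.03 in 143BTK− and −1.02 to −0.28 in A549. Of 7 other nuclear subunits of complex III that were measured, 0 rose and 0 fell by limma in either line after adjustment (1 was lower at an unadjusted p under 0.05 in each). Over both lines CYC1, the cytochrome c1 subunit, was the member with the smallest p, and it fell when adjusted over the list alone. The median change of the list was −0.03 in 143BTK− and −0.03 in A549 (limma camera, adjusted p = 0.938 and 0.605). The call of UQCRFS1 in A549 rested on single arrays, and its gene lies on chromosome 19, whose genes were higher as a group in 143BTK− ρ° cells.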

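In A549 ρ° cells, 4 of 10 measured nuclear subunits of complex IV fell and 0 rose at an adjusted p under 0.05 from limma (4 and 1 when adjusted over the list alone, 4 and 1 without adjustment). These were COX6B1 (log2 change −0.89), COX5A (−0.75), COX5B (−0.68) and COX4I1 (−0.63), all structural subunits of cytochrome c oxidase. COX5A and COX4I1 differed between the lines, with log2 changes of 0.28 and 0.21 in 143BTK− (adjusted p of the difference = 0.0191 and 0.0362 from limma). Of 28 subunits of complex I, 4 fell and 0 rose in A549 (4 and 1 when adjusted over the list alone, 5 and 4 without adjustment), namely NDUFA8 (−1.39), NDUFAB1, the acyl carrier subunit (−0.92), NDUFA6 (−0.69) and NDUFS6 (−0.62). NDUFAB1 (−0.53) and NDUFA8 (−0.77) also fell in the mean change. NDUFS6 differed between the lines, with a log2 change of 0.59 in 143BTK− (adjusted p of the difference = 0.0362). In 143BTK− limma called 0 subunits of complex I or IV after adjustment (1 rose and 1 fell in complex I when adjusted over the list alone, and 3 were higher and 1 lower without adjustment). The 2 adjusted over the list alone were NDUFA1 and NDUFC1, with log2 changes of 0.78 and −0.93, and NDUFC1 differed between the lines (0.42 in A549, adjusted p of the difference = 0.0145 from limma). Of 3 measured subunits of complex II, which holds no mtDNA-encoded subunit, 0 passed in either line (in A549 1 was higher at an unadjusted p under 0.05). As groups, complexes I, II and IV did not shift in A549 (limma camera, adjusted p = 0.947, 0.947 and 0.18), and the median change of complex IV was 0.17 in 143BTK− (limma camera, adjusted p = 0.0536). Without the parental C arrays complex IV passed lower in A549 and higher in 143BTK− (limma camera, adjusted p = 0.026 and 0.00106), at a preset correlation. With an estimated correlation and all arrays it did not pass (limma camera, adjusted p = 0.504 and 0.772).
NDUFAB1 and COX4I1 (chromosome 16), NDUFA8 (9) and COX5A (15) lie on chromosomes that were lower as a group in A549 ρ° cells, of which 9 was also lower and 15 higher in 143BTK−. NDUFC1 (4) and NDUFA6 (22) lie on chromosomes that were lower in 143BTK− ρ° cells, COX6B1 (19) on one that was higher there, and NDUFS6 (5) and NDUFA1 (X) on ones that were higher in A549. After centring on the median of the chromosome the adjusted p in A549 was 0.0883 for NDUFAB1, 0.261 for COX4I1, 0.0294 for NDUFA8, 0.0267 for COX6B1, 0.0526 for COX5A, 0.135 for COX5B, 0.0862 for NDUFA6 and 0.0441 for NDUFS6. The medians taken off in A549 were −0.07 for COX5B (chromosome 2), −0.04 for NDUFA6 and −0.09 for COX5A. These were small beside the decreases of COX5B, NDUFA6 and COX5A, which stayed nearly as large without a call. For NDUFAB1 and COX4I1 the median was −0.32.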

Complex III (Ubiquinol cytochrome c reductase), is a 250 kDa homodimer, each monomer being composed of 12 subunits, including the mtDNA encoded cytochrome b. The Rieske protein plays a major role in complex III function; by transferring electrons from ubiquinol to cytochrome b and from cytochrome c1 to cytochrome c. Western blot confirmed a profound reduction of the Rieske protein in both ρ° cell types (Figure 2B). 

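UQCRC1 and UQCRC2, the genes of the Core 1 and Core 2 proteins, had signals of 1131.47 ± 49.6 and 996 ± 240 in ρ° and of 930.4 ± 86.8 and 867 ± 183 in ρ+ cells of 143BTK− (SD, n = 3 arrays each). Their log2 changes were 0.29 (standard error 0.16) and 0.20 (standard error 0.24) in 143BTK− and 0.17 (standard error 0.27) and −0.26 (standard error 0.15) in A549, and 0 of these 4 changes passed the test (adjusted p = 0.686, 0.857, 0.724 and 0.302 from limma). The 95% confidence intervals in A549 were −0.42 to 0.77 for UQCRC1 and −0.61 to 0.08 for UQCRC2. All 3 ρ° arrays lay above the ρ+ arrays for UQCRC1 in 143BTK− and below them for UQCRC2 in A549, where chance alone gives 10% of genes apart. Over both lines the exact permutation p was 0.25 for UQCRC1 and 0.83 for UQCRC2. UQCRB, the subunit that binds ubiquinone, had log2 changes of 0.43 in 143BTK− and −0.03 in A549 (adjusted p = 0.711 and 0.931 from limma). Its other probe sets had log2 changes of 0.38 and 0.11 in 143BTK− and of −0.22 and −0.47 in A549 (limma, adjusted p = 0.73, 0.955, 0.401 and 0.221). CYC1, the cytochrome c1 subunit, had log2 changes of −0.31 (standard error 0.16) and −0.56 (standard error 0.19), with all 3 ρ° arrays below all 3 ρ+ arrays in both lines (exact permutation, p = 0.005). It did not pass limma's test in a line (adjusted p = 0.66 and 0.0864) or in the mean change (0.0653). UQCRC2 lies on chromosome 16 and CYC1 and UQCRB on chromosome 8, which were lower as groups in A549 ρ° cells, and the sign of the UQCRC1 change in A549 depended on a single array.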

Although the mRNA levels of three other components of complex III (i.e. Core 1, Core 2 and the 10 kDa subunit) were not significantly changed by microarray analysis, Core 1 and Core 2 were significantly decreased at the protein level whereas the 10 kDa subunit was not (Figure 2B). However, it has to be considered that the level of mRNA expression does not directly correlate with the amount of the corresponding protein. This is particularly true for the OXPHOS apparatus, since the stability of each single complex is strongly influenced by the stability of the others. Although we did not carry out Western blot analysis on all the nuclear-encoded protein subunits forming the OXPHOS complexes, we observed that the absence of assembled complex III in ρ° cells is associated with degradation of some of its protein components. On the other hand, the BCS1L protein that is responsible for the insertion of the Rieske protein into the pre-complex III, as one of the last steps in complex III assembly [15], is present in comparable amounts in both ρ° and ρ^+^ cells according to microarray data and Western blot analysis (Figure 2B). This indicates that the lack of structural complex III subunits does not determine a decreased production of the BCS1L protein, suggesting either a mechanism of compensation in the absence of complex III subunits or an additional function for BCS1L unrelated to complex III assembly.

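BCS1L, the ATPase that inserts the Rieske protein, had a signal of 179 ± 43.5 in ρ° and 272 ± 94.1 in ρ+ cells of 143BTK− (SD, n = 3 arrays each; log2 change −0.56, standard error 0.33, adjusted p = 0.703 from limma). In A549 the signal was 117 ± 4.66 in ρ° and 163 ± 6.39 in ρ+ cells (SD, n = 3 arrays each; log2 change −0.49, standard error 0.19, adjusted p = 0.14 from limma). The mean change over both lines was −0.52 (adjusted p = 0.147 from limma), and the exact permutation over both lines gave p = 0.02. All 3 ρ° arrays lay below the ρ+ arrays in A549 and 1 of 3 did in 143BTK−. Of 15 measured assembly factors of the respiratory complexes, TTC19, which acts in complex III, rose in A549 (log2 change 1.18) and TMEM70, which acts in complex V, fell (−0.72), the same numbers as when adjusted over the list alone. The change of TTC19 differed between the lines, with −0.75 in 143BTK− (adjusted p of the difference = 0.0347 from limma). In 143BTK− 0 assembly factors passed limma's adjusted threshold (2 were lower at an unadjusted p under 0.05), and their median change was −0.32 (limma camera, adjusted p = 0.0496, and adjusted p = 0.451 with an estimated correlation). This group call from limma's camera did not hold in 143BTK− without the ρ+ A, ρ+ B, ρ° B or ρ° C array (adjusted p = 0.0806, 0.101, 0.09 and 0.114) or after centring on the chromosomes' medians (0.0739), and TMEM70 lies on chromosome 8, whose genes were lower as a group in A549 ρ° cells, and TTC19 on chromosome 17, whose genes were higher there.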

Complex III is the major site of ROS production during hypoxia and plays a central role in the oxygen-sensing pathway [16], [17]. ROS have been demonstrated to modulate respiration in mammals by regulating several checkpoints energy pathways and mtDNA homeostasis. Since respiration-incompetent ρ° cells fail to generate ROS, an attractive hypothesis prompted by our observation is that ROS control on respiration could be mediated, at least in part, by modulating the expression of the Rieske protein and the activity of complex III.

### Absence of mtDNA delays cell cycle progression

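In A549 ρ° cells, genes of cell division were lower as a group by limma's camera at a preset correlation. Of 46 measured genes of DNA replication and the G1/S transition, 11 fell and 0 rose at an adjusted p under 0.05 from limma (17 and 0 when adjusted over the list alone, 25 and 0 without adjustment), and all 46 had a negative change. CDC25A, a phosphatase that activates cyclin-dependent kinases, was lower, at a ρ° signal too low to measure the size, ORC6, a subunit of the origin recognition complex, was 3.34-fold lower, PCNA, the sliding clamp, 2.81-fold and CCNE1, cyclin E1, 2.54-fold. Of 41 genes of G2/M and mitosis, 6 fell and 0 rose (11 and 0 when adjusted over the list alone, 18 and 0 without adjustment), among them FOXM1, a transcription factor of mitotic genes (4.06-fold lower), CKS1B and CKS2, partners of cyclin-dependent kinases (2.71-fold and 2.60-fold), and AURKB, the Aurora B kinase (2.31-fold). The median log2 change was −0.78 for the replication list (limma camera, adjusted p = 1.47e-08, and adjusted p = 0.61 with an estimated correlation) and −0.805 for the mitosis list (9.66e-08, and adjusted p = 0.631 with an estimated correlation). The replication and mitosis lists did not pass in A549 with limma fry (adjusted p = 0.15 and 0.188). In 143BTK− the median change was −0.17 for the replication list (limma camera, adjusted p = 0.0341, and adjusted p = 0.875 with an estimated correlation) and −0.13 for the mitosis list (limma camera, adjusted p = 0.245), and limma called 0 of their genes after adjustment (7 lower and 1 higher, and 4 lower and 1 higher, without adjustment). FOXM1 and ORC6 differed between the lines (adjusted p of the difference = 0.0256 and 0.0324 from limma). ORC6 (chromosome 16), CKS2 (9) and CKS1B (1) lie on chromosomes that were lower as a group in A549 ρ° cells, the last 2 also in 143BTK−, CDC25A (3), FOXM1 (12) and AURKB (17) on ones that were higher in A549 and CCNE1 (19) on one that was higher in 143BTK−.
On the A549 ρ+ C array the genes of the mitosis list lay a median of 0.66 on the log2 scale above the mean of the A and B arrays, and the ratio of the 3′ to the 5′ control probe set of beta-actin was 8.81, against 1.55 and 2.83 on the A and B arrays. Without this array the adjusted p was 1.8e-05 for the replication list and 0.000109 for the mitosis list. In 143BTK− the limma camera call of the replication list did not hold without the ρ+ A, ρ+ B or ρ° B array (adjusted p = 0.167, 0.101 and 0.882), and without the ρ+ C array its adjusted p was 0.000693.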

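The 12 genes that Table S2 places under cell cycle and chromatin were chosen by the study on these samples, so their direction is no independent evidence. Their median log2 change was −0.64 in 143BTK− (limma camera, adjusted p = 8.32e-06, and adjusted p = 0.355 with an estimated correlation) and −0.79 over the 11 measured in A549 (limma camera, adjusted p = 0.000461, and adjusted p = 0.504 with an estimated correlation), and all of the measured ones were lower in each line. RCC1, the nucleotide exchange factor of Ran on chromatin, fell by 0.91 in the mean change over both lines (adjusted p = 0.0181 from limma), and MCM2, a subunit of the replicative helicase, and MAD2L1, a spindle checkpoint protein, had log2 changes of −1.13 and −1.21 in A549 (adjusted p = 0.0671 and 0.0608). H2AZ1 (H2AFZ), a variant histone of the H2A family, had log2 changes of −0.30 in 143BTK− and −0.74 in A549 (adjusted p = 0.791 and 0.121 from limma) and its second probe set −0.56 and −0.69 (0.679 and 0.246). H2AX (H2AFX), the H2A histone phosphorylated at DNA breaks, had log2 changes of −0.50 (standard error 0.63) and −0.34 (standard error 0.33) with the probe set of Table S1 (adjusted p = 0.869 and 0.542 from limma). Its other kept probe sets differed, with 0.21 in 143BTK− and 0.57 in A549 for one and −0.04 and −0.50 for another. CCNE2, cyclin E2, had a signal of 29.5 ± 18.9 in ρ° and 56.8 ± 9.9 in ρ+ cells of 143BTK− (SD, n = 3 arrays each; log2 change −1.20, standard error 0.53, adjusted p = 0.596 from limma), and in A549 its probe set was not among those kept. HDAC1, a histone deacetylase, had log2 changes of −0.85 (standard error 0.46) and −0.63 (standard error 0.21), with adjusted p = 0.668 and 0.0807 from limma, and all 3 ρ° arrays were below the ρ+ arrays in A549. Over both lines the exact permutation p was 0.085 for H2AZ1, 0.41 for H2AX, 0.03 for CCNE2 (0.07 with its other probe set) and 0.03 for HDAC1. Of 30 measured histone and chromatin genes, 1 rose and 1 fell in A549 (0 and 0 when adjusted over the list alone, 1 higher and 9 lower without adjustment), with a median change of −0.33 (limma camera, adjusted p = 0.019, and adjusted p = 0.695 with an estimated correlation). HMGN2, a nucleosome-binding protein, fell by 0.84 and HMGB3, of the HMG box family, rose by 0.81. H2AZ1 and MAD2L1 (chromosome 4) lie on a chromosome that was lower as a group in 143BTK− ρ° cells, and HDAC1, RCC1 and HMGN2 (1) on one that was lower in both kinds of ρ° cells. MCM2 (3), H2AX (11) and HMGB3 (X) lie on chromosomes that were higher as a group in A549 ρ° cells, and CCNE2 (8) on one that was lower there. In A549, H2AZ1, H2AX and HDAC1 passed limma's test without the ρ° C array (adjusted p = 0.0184, 0.0413 and 0.0424), and the list of histone and chromatin genes did not without the ρ+ C array (0.155) or the ρ° B array (0.3).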

We observed a generalized down-regulation of genes involved in the control of cell cycle (Tables S1 and S2), including H2AFZ and H2AFX, two members of the histone family H2A, cyclin E2, and Histone deacetylase 1 (HDAC1), which play an important role in both transcriptional regulation and cell cycle progression [18]. Interestingly, down-regulation of HDAC1 can explain that of cyclin E2, since it is known that HDAC1 inhibition alters the expression of several genes including cyclin E [19]. Recent studies report for mitochondria a role in the regulation of cell growth and differentiation [20], [21], [22]. To investigate whether down-regulation of cell-cycle genes could affect growth and proliferation rate, cells were counted daily for 5 days. The doubling time of ρ° cells derived from both 149BTK^−^ and A549 cell lines was significantly longer (30 and 39 hrs) than that of their parental ρ^+^ cells (23 and 29 hours (Figure 3). Our results are in agreement with recent data by Magda et al. on A549 cells [9] and by Schauen et al. obtained in ρ° HeLa cells [22].

**Figure 3:**
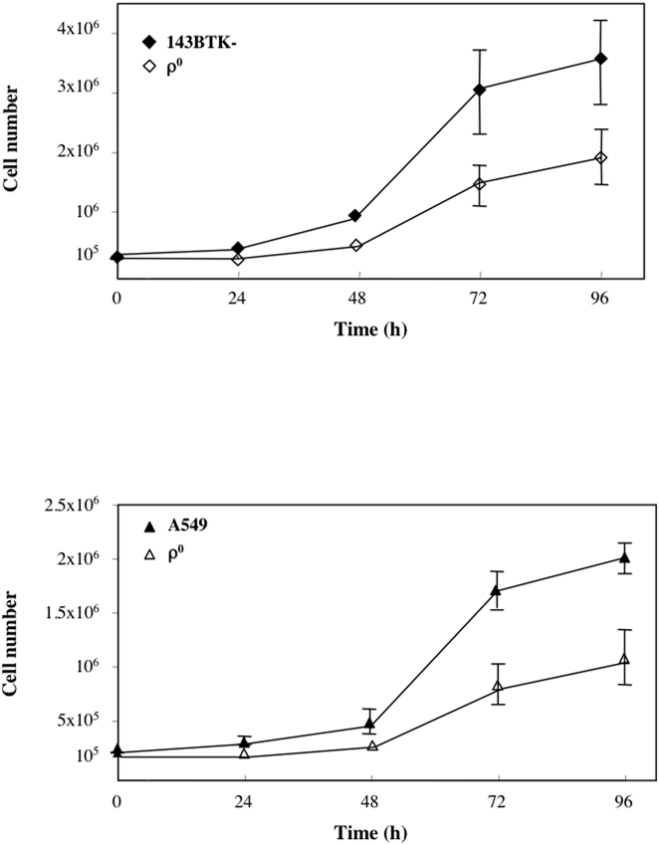
Reduced cell proliferation of ρ° cells Cell proliferation curves of 143BTK− (A) and A549 cells (B) are shown. Closed symbols, ρ+ cells; open symbol, ρ° cells. Points and error bars respectively represent the mean and the standard deviation of three independent experiments.

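C1QBP (p32), a protein of the mitochondrial matrix, was lower in ρ° cells of both lines. With the probe set of Table S1 its signal was 481 ± 43.6 in ρ° and 869 ± 173 in ρ+ cells of 143BTK− and 550.1 ± 69.2 and 825 ± 64 in A549 (SD, n = 3 arrays each), and all 3 ρ° arrays lay below the ρ+ arrays in both lines (exact permutation over both lines, p = 0.005). C1QBP fell in the mean change (log2 change −0.71, adjusted p = 0.0136 from limma) and in A549 (−0.59, standard error 0.17, adjusted p = 0.0495 from limma). In 143BTK− its log2 change was −0.84 (standard error 0.21, adjusted p = 0.391 from limma). Its second probe set, with log2 changes of −1.07 and −0.31, also fell in the mean change (limma, adjusted p = 0.018) but not in A549 (0.337). PHB1 (PHB), the chaperone prohibitin of the inner mitochondrial membrane, gave different results by probe set. The probe set of Table S1 had a signal of 247 ± 105 in ρ° and 308 ± 182 in ρ+ cells of 143BTK− and of 341 ± 99.2 and 494 ± 71.0 in A549 (SD, n = 3 arrays each; log2 change −0.14 and −0.56, adjusted p = 0.969 and 0.144 from limma). The second probe set, which had the higher signal, had log2 changes of 0.62 and 0.07 (adjusted p = 0.581 and 0.875 from limma), and neither passed in the mean change (adjusted p = 0.593 and 0.295).
The A549 call of C1QBP from limma lay near the threshold and did not hold without any 1 of 5 arrays (adjusted p = 0.12, 0.111 and 0.0656 without ρ+ A, B and C, and 0.154 and 0.162 without ρ° A and B), without the intensity trend (0.126) or after centring on the median of its chromosome (0.0798). PHB1 passed in A549 without the ρ° C array (limma, adjusted p = 0.046). C1QBP and PHB1 lie on chromosome 17, whose genes were higher as a group in A549 ρ° cells. The median of chromosome 17 there was 0.0957, opposite in sign to the change of C1QBP. Centring thus made the decrease of C1QBP larger, and the lost call does not point to a shift of the chromosome as its source.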

A link between cell-cycle control and mitochondrial biogenesis is suggested by the observation that transcripts for two mitochondrial proteins, prohibitin (PHB) [23] and C1QBP/p32 [24] were both down regulated in ρ° cell lines. PHB acts as a chaperone protein, is essential for normal mitochondrial biogenesis in *C. elegans*, [25], and plays a role as a regulator of cell-cycle progression [26], [27], [28]. Recently Merkwirth and Langer demonstrated that mitochondrial prohibitin complexes control cell proliferation, cristae morphogenesis and the functional integrity of mitochondria [29]. C1QBP/p32 is mainly localized to the mitochondrial matrix [30], but a small fraction is also present in the nucleus, which suggests a role for p32 as a factor mediating nucleus-mitochondrial crosstalk. Nuclear p32 is believed to be involved in the control of cell growth and cell cycle via the MAP kinase pathway [31].

Taken together, these data suggest the existence of a cross-talk between the nuclear and the mitochondrial genome that slows down cell cycle progression in case of mitochondrial defects. Schauen et al. ruled out energetic or metabolic impairment as the direct cause of the reduced cell proliferation of ρ° HeLa cells, whereas they attributed it to a reduction of ROS generation and p21^CIP1/WAF1^ expression. Future work is warranted to elucidate whether this, or an alternative mechanism, is implicated in the down-regulation of cell cycle control factors observed by us.

### Identification of a novel mitochondrial transcript down-regulated by lack of mtDNA

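ELAC2, the nuclease that cleaves the 3′ end of precursor tRNAs, had a signal of 109.9 ± 11.4 in ρ° and 211 ± 20.0 in ρ+ cells of A549 (SD, n = 3 arrays each), with all 3 ρ° arrays below all 3 ρ+ arrays. ELAC2 fell in A549 (log2 change −0.94, standard error 0.20, adjusted p = 0.0178 from limma, and 0.0189 after centring on the median of its chromosome). In 143BTK− the signal was 149.5 ± 41.0 in ρ° and 247 ± 123 in ρ+ cells (SD, n = 3 arrays each; log2 change −0.61, standard error 0.42, adjusted p = 0.739 from limma), and the ρ° and ρ+ arrays overlapped. The mean change over both lines was −0.77 (adjusted p = 0.0911 from limma), and the difference between the lines did not pass the test (adjusted p = 0.776). The second ELAC2 probe set had mean signals of 10.1 to 13.7 in the 4 groups and was not among those kept. The A549 call did not hold in limma without the ρ+ B, ρ° A or ρ° B array (adjusted p = 0.0843, 0.0828 and 0.0637). Of 9 measured mitochondrial aminoacyl-tRNA synthetases, 1 rose and 2 fell in A549 (the same numbers when adjusted over the list alone), namely NARS2, IARS2 and HARS2, which charge mitochondrial tRNAs with asparagine, isoleucine and histidine. In 143BTK− limma called 0 of the 9 (0 without adjustment). ELAC2 lies on chromosome 17, whose genes were higher as a group in A549 ρ° cells, as were those of chromosomes 11 (NARS2) and 5 (HARS2), and IARS2 on chromosome 1, which was lower in both lines.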

Among the poorly characterized genes found to be down-regulated in ρ° cells, shown by microarray analysis, and confirmed by RT-PCR, we focused our attention on *ELAC2* [32], which was first identified as a prostate cancer susceptibility gene [33]. Elac2 is the human homolog of tRNase Z in *E. coli*, which is responsible for the endonucleolytic cleavage of the 3′ end of tRNAs.

The Elac2 N-terminus scores high for mitochondrial targeting when analyzed by *ad hoc* prediction softwares (Mitoprot, Predotar, TargetP, PSORT), consistent with the idea that Elac2 might be imported into mitochondria. To test this hypothesis experimentally we carried out Western blot analysis on sub-cellular fractions (Figure 4A–B), by using a commercially available anti-Elac2 polyclonal antibody. The specificity of the Elac2 antibody was tested by immuno-detection of an *in-vitro* translated product corresponding to the human *ELAC2* cDNA (Figure 4A, lane i.v.). An Elac2 specific CRM (Cross-Reacting Material), was present in isolated mitochondria and in mitochondrial fractions (matrix and membrane in Figure 4A), but was also detected, although at low level, in the nucleus. We also demonstrated that Elac2 is located inside the organelle since treatment with proteinase K (pK) failed to digest the protein in intact mitochondria, while it underwent complete digestion after solubilization of mitochondrial membranes with Triton X-100 (Figure 4B).

**Figure 4:**
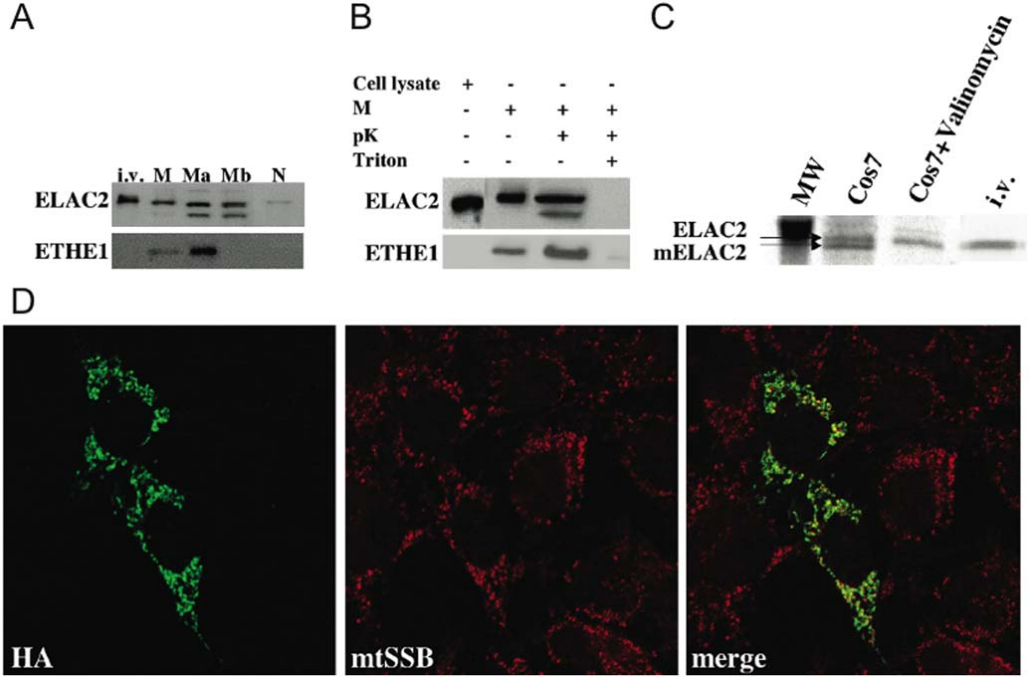
Mitochondrial localization of Elac2. (A) Sub-organellar localization of Elac2 by western-blot analysis on mitochondria isolated from HeLa cells. Specificity of antibody reactivity was proved by the CRM obtained using an in vitro translated (i.v.) Elac2. A CRM was present in mitochondria (M), in the mitochondrial matrix (Ma) and membranes (Mb), and barely detectable in the nucleus (N). ETHE1 antibody was used as a mitochondrial matrix control protein. (B) Proteinase K protection assay by western-blot analysis on freshly isolated mitochondria from HeLa cells. Lane 1, cell lysate; lane 2, intact mitochondria; lane 3, mitochondria treated with 100 µg/ml of proteinase K; lane 4, mitochondria treated with 0.5% of Triton-X100. (C) Mitochondrial in vivo import of HA-tagged human Elac2 N-terminal polypeptide expressed in Cos-7 cells. Lane 1: marker 46 kDa (MW). lane 2: immunoprecipitation of total radiolabeled proteins. lane 3: immunoprecipitation of total radiolabeled proteins after the addition of valinomycin that determines the elimination of the mitochondrial ΔΨ: as a consequence, mitochondrial import is abolished. lane 4: immunoprecipitation of in vitro translation product (i.v.). Arrows indicate the Elac2 precursor (Elac2) and the mature form (mElac2). (D) Confocal immunofluorescence on Cos7 cells. The green fluorescence corresponds to Elac2HA-specific immunoreactivity. The red fluorescence corresponds to immunoreactivity specific to mtSSB. The two immunofluorescence patterns overlap, as shown by confocal merge. Magnification: 40×.

In order to understand if the N-terminus of Elac2 contained a cleavable mitochondrial targeting peptide, we generated a recombinant short version of Elac2 flagged with the HA epitope on the C-terminus (see Methods). This construct was used to transfect Cos7 cells (Cos-7^Elac2-HA^) and to perform in vivo immunoprecipitation (Figure 4C) and immunofluorescence studies (Figure 4D).

Using an anti-HA antibody, two ^35^S radiolabeled protein bands were immunoprecipitated from a lysate of Cos-7^Elac2-HA^ cells. The size of the higher molecular weight band (Figure 4C) corresponds to a protein of 36.5 kDa, which we believe is the mitochondrial precursor protein, while the lower molecular weight band of approximately 34.7 kDa corresponds to the mature mitochondrial Elac2 (mElac2) species, generated by enzymatic cleavage of the aminoterminal leader peptide from the precursor (Figure 4C). Since import is dependent on the presence of the mitochondrial transmembrane electrochemical gradient, only the band corresponding to the precursor was present after incubation with valinomycin, a mitochondrial ionophore that destroys the mitochondrial membrane potential. The size difference between the two bands suggests that the leader peptide encompasses the first 16 aminoacid residues, as predicted by TargetP. The mitochondrial localization of Elac2 was further confirmed by the coincidence of the Elac2-HA immunofluorescence pattern with that of mtSSB, a mitochondrial matrix protein (Figure 4D).

Our results, and the similarity of Elac2 with tRNAse Z, suggest for this protein a function in mitochondrial tRNA processing. This hypothesis has been confirmed for TRZ1, the yeast homologue of mammalian Elac2 [34] and for the RNaseZ of Drososphila melanogaster [35]. The Elac2 ortholog is up-regulated during mitosis in *S. cerevisiae* [36]. Therefore, down-regulation of Elac2 expression may be involved in the delay of cell cycle and reduced proliferation rate observed in ρ° cells. In addition, Elac2 over-expression may alter mitotic progression in HeLa cells possibly by interacting with the γ-tubulin complex [37]. Finally, Elac2 has been located also in the nucleus [38], suggesting for this protein additional functions, including a role in nuclear-mitochondrial cross-communication.

### Additional considerations

Depletion of mtDNA has been correlated with chromosomal instability in 143B cell lines [39]. Although we did not perform a detailed karyotyping of the cell lines used in the present study, there is a straightforward way to check for possible chromosome copy number changes from gene expression microarray data. On average, expression of genes on aneuploid chromosomes has been shown to scale linearly with chromosome copy number in both yeast and mammalian cells [40], [41]. However, the average gene expression change was similar across all chromosomes in both our 143BTK^−^ ρ° cells and our A549 ρ° cells compared to their parental counterparts (Figure S1). 

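The change of expression differed between chromosomes in both lines. In 143BTK− ρ° cells the median log2 change ran from −0.33 over the 429 probe sets of chromosome 14 to 0.29 over the 233 probe sets of chromosome 13, and in A549 from −0.32 over the 517 probe sets of chromosome 16 to 0.195 over the 121 probe sets of chromosome 21. To set this against the spread between arrays, the mean log2 signal of a chromosome's probe sets minus that of all others was compared between the 3 ρ° and the 3 ρ+ arrays (limma over 23 chromosomes, Benjamini-Hochberg). In 143BTK− 5 chromosomes rose and 5 fell at an adjusted p under 0.05. Chromosome 14 fell by 0.33 (standard error 0.04, limma adjusted p = 0.000211), chromosome 22 by 0.26 (0.000421) and chromosome 4 by 0.23 (0.000798), and chromosome 13 rose by 0.30 (standard error 0.04, adjusted p = 0.00032) and chromosome 19 by 0.19 (0.0299). In A549 10 rose and 6 fell, with the largest decreases on chromosomes 16 (−0.35, standard error 0.03, limma adjusted p = 0.00012), 7 (−0.33), 9 (−0.33) and 8 (−0.295), the last 3 with an adjusted p of 1.07e-05, and the largest increase on chromosome 11 (0.23, adjusted p = 5.56e-05). Chromosomes 1 and 9 fell and chromosome 18 rose in both lines. Chromosomes 7 and 15 rose in 143BTK− and fell in A549, and chromosome 14 did the reverse. The correlation of the 23 contrasts between the lines was 0.0885 (95% confidence interval −0.336 to 0.483, across chromosomes), and a difference between the lines was not tested. With camera and an estimated correlation, 11 chromosomes passed in 143BTK− and 6 in A549. Chromosome 19 in 143BTK− was not among them (limma camera, adjusted p = 0.135), and neither was chromosome 1 in A549 (0.125). Those that passed in A549 were 7, 8, 9, 11, 16 and X. Without the parental C arrays, 11 and 21 chromosomes passed the array-level test.

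**Figure D3:**
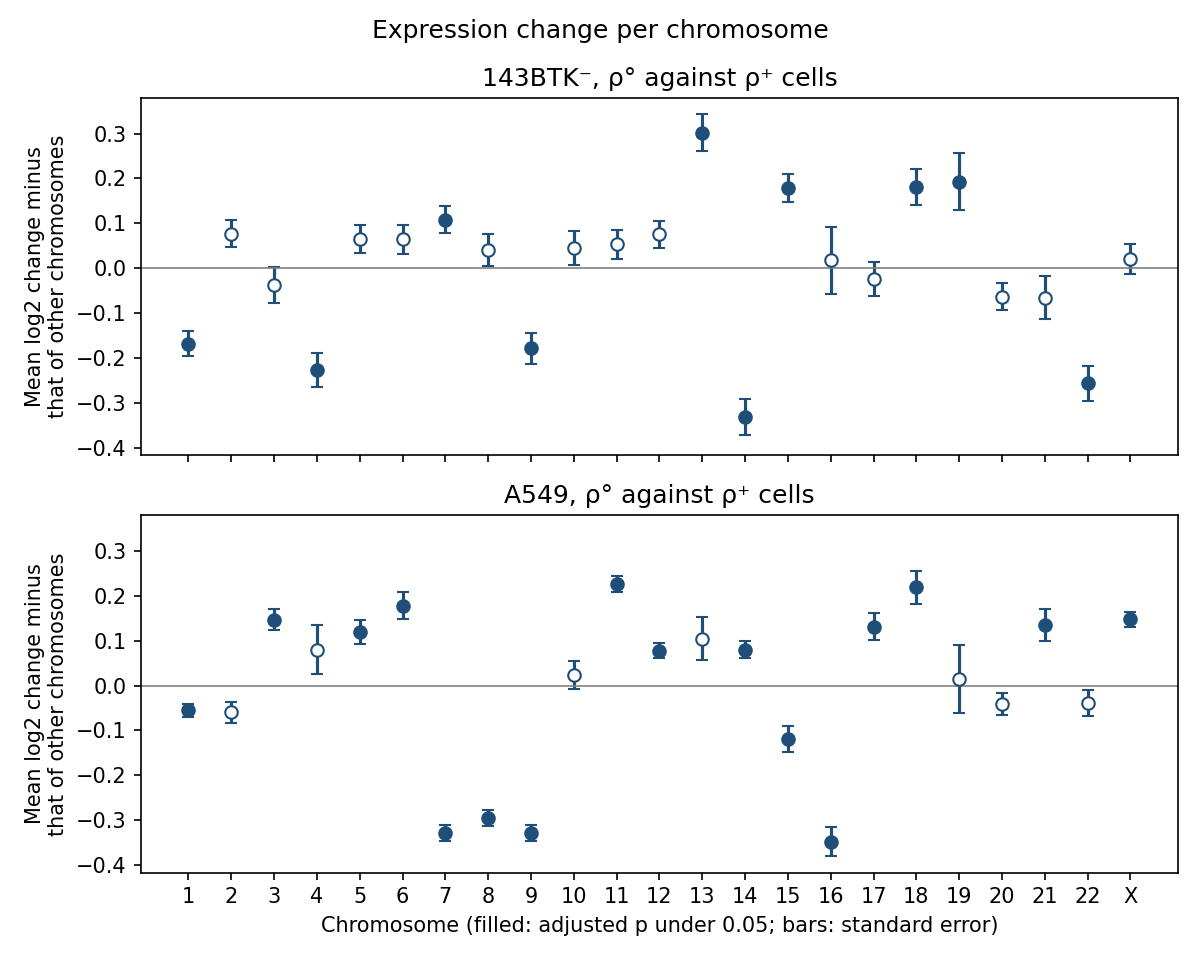
Contrast of each chromosome to all others (log2 change of ρ° relative to ρ+, with its standard error) in 143BTK− and A549, from 3 arrays against 3. Filled points passed an adjusted p under 0.05, 10 chromosomes in 143BTK− and 16 in A549, with chromosome 14 lowest and chromosome 13 highest in 143BTK− and chromosome 16 lowest in A549.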

Looking at gene expression ratios as a function of chromosomal coordinate, we also did not detect any significant segmental copy number changes (data not shown). 

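Genes were put in the order of the RefSeq table of GRCh38.p14 and divided into windows of 25 neighbouring measured genes. On the 11 chromosomes that passed the array-level test with a median change beyond 0.15 in either direction, 127 of 132 windows (96.2%) had a median on the side of their chromosome. On chromosome 14 of 143BTK− all 11 windows were lower and 83% of 289 genes lay below the median of all genes, and on chromosome 13 all 6 windows were higher. In A549 all 15 windows of chromosome 16, all 11 of chromosome 8, 13 of 14 of chromosome 7 and 11 of 12 of chromosome 9 were lower. On the 15 called chromosomes with a median change within 0.15, 164 of 224 windows (73.2%) lay on the side of their chromosome. Among these, chromosome 1 of A549 had 13 of 31 windows (41.9%) on its side. As these chromosomes were chosen by the same genes, the side and size were also set from every second gene and the windows drawn from the other genes, over all chromosomes of both lines. With a median beyond 0.15 on 12 chromosomes, 53 of 59 windows (89.8%) lay on that side, and with a median within 0.15, 171 of 245 (69.8%). Segments within a chromosome were not called.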

Although this analysis cannot rule out the possibility for chromosomal translocations, it excludes that mtDNA depletion induced stable and clonal aneuploidies in our cell lines. It is still formally possible, though less likely, that the cell populations used for this microarray analysis were composed of a heterogeneous mixture of cells with different aneuploidies that could have cancelled each other out (i.e. for every cell that gained a particular chromosome there could have been another cell that lost that same chromosome). Either way, aneuploidies would not have significantly affected the gene expression profiles described in this report.

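In A549 the chromosomes with the lowest contrasts (7, 8, 9 and 16) held 16.1% of the tested probe sets, 37.8% of those that fell and 4.41% of those that rose. The decreases of the DNA replication genes RPA3 and MCM7 (chromosome 7), of the mitosis gene CKS2 (9) and of the oxidoreductase TXN (thioredoxin, 9) are among them, and after centring each change on the median of its chromosome their adjusted p values from limma were 0.131, 0.191, 0.0428 and 0.0321. After the same centring, 480 probe sets rose and 441 fell in A549 (921 in all, against 1422 without it), and in the mean change over both lines 215 passed in place of 449. The number of probe sets past an unadjusted p under 0.05 in the same direction in both lines was 151 in place of 189. The cell cycle lists kept their direction, with adjusted p = 1.37e-08 for the replication list and 1.92e-08 for the mitosis list in A549 from limma's camera at a preset correlation. With an estimated correlation, which was run on the changes before centring, they did not pass (limma camera, adjusted p = 0.61 and 0.631). Centring was chosen after the contrasts between chromosomes were seen.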

Due to the remarkable contribution of cell-type specific effects on the transcriptional response of cells to mtDNA depletion, it was difficult for us to compare our gene expression signatures with previously reported microarray data obtained from human ρ° cell lines. 

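Among the genes whose change differed most between the lines, GPX2, a glutathione peroxidase, was 41.1-fold lower in A549 ρ° cells and had a log2 change of −0.05 in 143BTK− (adjusted p of the difference = 0.000271 from limma). CEACAM6, an epithelial adhesion glycoprotein, had log2 changes of −5.51 in A549 and −0.37 in 143BTK− (5.64e-05), and IGFBP3, which binds insulin-like growth factors, had −2.87 and 1.17 (0.000265). CA8, a carbonic anhydrase-related protein, was higher in A549 and not in 143BTK− (0.00946), and DLK2 differed in the same direction (0.0119). EFEMP1 and FBN2, proteins of extracellular fibres, the transcription factor NFIB and the histone gene H2AC25 were lower in A549 and were also among the 10 with the largest difference. CA8 (chromosome 8) lies on a chromosome that was lower as a group in A549 ρ° cells, NFIB (9) and H2AC25 (1) on ones that were lower in both, IGFBP3 (7) on one that was lower in A549 and higher in 143BTK−, GPX2 (14) on one that was higher in A549 and lower in 143BTK−, CEACAM6 (19) on one that was higher in 143BTK−, and DLK2 (6) and FBN2 (5) on ones that were higher in A549.
Over the 12139 probe sets kept in both lines, the change differed between the lines for 237 (129 with the higher and 108 with the lower change in A549) at an adjusted p under 0.05 from limma. Of 100 regroupings of the arrays, 8 kept the 2 groups of A549 together, and 4 of these 8 gave 237 or more (highest other 346), so the number does not show a part of 143BTK− in the difference. This number was 264 without the parental C arrays and 157 after centring on the chromosomes' medians, and it was 112, 151 or 89 without the 143BTK− ρ+ A, ρ+ B or ρ° A array and 148, 78, 61 or 125 without the A549 ρ+ A, ρ+ B, ρ° A or ρ° B array. The median residual SD on the log2 scale was 0.38 in 143BTK− and 0.33 in A549, and the median absolute log2 change was 0.27 and 0.38. Of 14 measured epithelial markers of the A549 type, 7 fell and 1 rose in A549 (8 and 1 when adjusted over the list alone), with a median change of −0.98 (limma camera, adjusted p = 9.05e-06, and adjusted p = 0.262 with an estimated correlation). KRT18 and KRT8, keratins of simple epithelia, were 2.56-fold and 2.21-fold lower and the tight junction protein CLDN1 was higher, the keratins on chromosome 12 and CLDN1 on 3, both higher as a group in A549. Of 13 mesenchymal or bone markers, 0 passed limma's adjusted threshold in A549 (3 higher and 1 lower without adjustment). Of 3 blood and immune cell markers measured in A549, 0 passed (0 without adjustment), and of 3 fibroblast markers measured in 143BTK− 0 passed (1 fell when adjusted over the list alone, 1 lower without adjustment).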

The closest match we were able to find is with the report from Magda et al. [9], which used a cell line similar to one of ours (i.e. A549) and the same microarray platform (i.e. Affymetrix HG-U133A). Of the 131 genes reported to be up-regulated in A549 ρ° vs. ρ^+^ cells in their study, 24 (∼18%) were found also among the up-regulated genes in the same cells in this study. Of the 145 down-regulated genes in their report, 51 (∼35%) were found also in ours. The relatively low overlap could be explained by the different cell culture conditions used to grow the cells (different growth medium and glucose concentration), the different time span given to the cells to adapt to the ρ° status (freshly derived ρ° cells in their case, well established ρ° lines in ours) or to the different statistical analysis methods used to detect the differentially expressed genes.

To our surprise, no genes involved in replication and transcription of mtDNA, were present in the output of our analysis. This could be due to the fact that: 1) these genes could have an expression level that was below the threshold of sensitivity of the method, or 2) these genes behave differently either in the different cell lines or in one of the three replicates. However, since we analyzed two different cell lines that were subjected to the same treatment to eliminate the mtDNA and that were maintained in culture using exactly the same growth medium and conditions, the genes selected by this analysis could be considered as a *bona fide* set of genes differentially expressed in reply to the absence of mtDNA.

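Of 21 measured genes of mtDNA replication and transcription, MTERF3, a repressor of mtDNA transcription, and TOP3A, a topoisomerase that separates mtDNA molecules, fell in the mean change over both lines (log2 change −1.13 and −1.13, adjusted p = 0.0147 and 0.0398 from limma), the same 2 when adjusted over the list alone, and 0 rose (5 lower and 0 higher without adjustment). MTERF3 had log2 changes of −0.90 in 143BTK− and −1.36 in A549 (limma, adjusted p = 0.569 and 0.00991), and TOP3A of −1.30 and −0.95 (0.431 and 0.132). In A549 3 of the 21 fell and 0 rose (4 and 0 when adjusted over the list alone, 6 and 0 without adjustment), MTERF3, SSBP1 and SUCLG1, the alpha subunit of succinyl-CoA ligase, which takes part in the supply of mitochondrial nucleotides (−0.58, limma adjusted p = 0.0427). In 143BTK− limma called 0 of 23 after adjustment (2 lower and 0 higher without adjustment). The median change was −0.09 in 143BTK− (limma camera, adjusted p = 0.484), −0.285 in A549 (0.112) and −0.15 in the mean change (0.0865). With limma fry the adjusted p was 0.277, 0.0643 and 0.0348, so the list passed as a group in the mean change with fry and not with camera. The other TOP3A probe set had log2 changes of −0.40 and −0.29. MTERF3 lies on chromosome 8 and SSBP1 on chromosome 7, which were lower as groups in A549 ρ° cells (7 was higher in 143BTK−), TOP3A lies on chromosome 17, which was higher in A549, and the adjusted p of MTERF3 in A549 was 0.0321 from limma after centring on the median of its chromosome.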

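In the mean change over both lines, camera called 14 of 42 gene lists at an adjusted p under 0.05, 4 higher and 10 lower in ρ° cells. Higher were the targets of ATF4 and the integrated stress response, which respond to a shortage of amino acids and to mitochondrial stress, genes of the extracellular matrix, lysosomal enzymes and membrane proteins, and cytosolic ribosomal proteins. Lower were genes of DNA replication, mitosis, histones and chromatin, cholesterol synthesis, glycolysis, splicing, the cytoskeleton and the metallothioneins, and the Table S2 categories of cell cycle and of mRNA processing, which the study chose on these samples. The cytoskeleton list did not pass without the 143BTK− ρ° B, A549 ρ+ A or A549 ρ° B array, nor the histone and chromatin list without the 143BTK− ρ+ B, 143BTK− ρ° B, A549 ρ+ C or A549 ρ° B array. Of 100 regroupings of the arrays, 5 gave 14 lists or more (highest other 18), so chance is not excluded for their number. By line, camera called 6 of 43 lists in 143BTK− (2 higher and 4 lower) and 12 of 43 in A549 (2 higher and 10 lower). With an estimated correlation camera called 0 lists in 143BTK−, A549 and the mean change, and fry, which tests whether a list's genes move on balance one way, called 0, 10 and 9. Without the parental C arrays the numbers from camera were 9 in 143BTK−, 14 in A549 and 16 in the mean change. From the use of 2 lines that were treated and grown in the same way, the paper reasons that the genes selected in both could be considered a response to the absence of mtDNA.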

### Conclusions

Absence of mtDNA in human cells triggers a complex nuclear gene expression response, particularly as regarding genes involved in cell cycle control and mitochondrial functions. Our analysis also suggests that some genes could have a double role in both mitochondrial functions and in other cellular processes. For instance, prohibitin (PHB), C1QBP/p32 and Elac2 are part of the mitochondrial proteome and are also involved in the control of cell cycle progression. Likewise, BCS1L – which is clearly involved in complex III assembly – has also been suggested to play a role in iron metabolism and possibly other metabolic pathways [42].

In prohibitin knock-down cells, the mtDNA copy number is decreased [43], suggesting that this protein is a candidate for human conditions associated with mtDNA depletion [44]. Likewise, Elac2 could be involved in mitochondrial disorders associated with defects of mtDNA transcription and translation.

## Materials and Methods

### Cell lines and EthBr treatment

All cells were maintained in a 5% CO_2_ humidified atmosphere at 37°C. 143BTK^−^ osteosarcoma cell line and A549 lung carcinoma cell line (a kind gift of Dr. Ian Holt), were grown for 3–4 weeks in Dulbecco's modified Eagle medium (DMEM), high-glucose (Euroclone), supplemented with 10% Fetal Calf Serum (FCS), 1 mM NaPyruvate and 50 µg/ml uridine. To generate ρ° cells we added 50 ng/ml ethidium bromide (EthBr) to the growth medium, for a period of 3 weeks. No clone selection was performed but the cells were trypsinised and pooled together. One week after the removal of EthBr, absence of mtDNA was checked in ρ° cell lines by either PCR or by Southern blot. 143BTK^−^, A549 and their ρ° derivatives were stored in liquid nitrogen until needed for experiments. They were then revived and grown for around 10 passages to isolate RNA for microarray analysis. Absence of mtDNA was checked by PCR before each experiment.

### Cell growth

Cells were plated at a density of 2,000 cells per cm^2^ and grown in complete DMEM medium. At selected intervals cells were harvested by trypsinization and counted using the Trypan Blue vital staining. Growth rate was calculated by determining the duplication time [45].

### cRNA preparation and microarray hybridization

RNA samples for microarray analysis were prepared according to the manufacturer's recommendations. Briefly, total RNA was isolated from 8×10^6^ cells using the Qiagen RNeasy Mini kit (Qiagen); 12 µg of total RNA was then used to generate double-stranded cDNA using an oligo (dT24) primer containing a T7 polymerase recognition sequence. The cDNA was then used as a template for in vitro transcription reaction (BioArray High Yield RNA transcript labelling kit ENZO) using biotinylated CTP and UTP to produce labelled cRNA. The cRNA was then fragmented and hybridized to HG-U133A GeneChip arrays (Affymetrix, Santa Clara, CA), which contain 22,283 probe sets designed to interrogate the expression of more than 13,000 unique human genes. Hybridized chips were then washed and stained with streptavidin-phycoerytherin and scanned with an Affymetrix GeneChip scanner. Resulting image files were processed by Affymetrix Microarray Suite 5.0 (MAS5) to compute probe set-specific expression values, e.g. Signal, Detection, etc. Three independent RNA extractions were performed for each cell lines (both for parental and for ñ° derivatives), reaching a total of 12 microarrays. The microarray dataset was deposited in the public Gene Expression Omnibus (GEO) database (www.ncbi.nlm.nih.gov/geo/) under accession number GSE14900.

### Data pre-processing and identification of differentially expressed genes

The data set containing expression values for 22,283 probe sets and 12 samples was analyzed inside the R environment [46] mainly using packages from the BioConductor project [47]. First, a “quantile normalization” [48] was applied to each of the two subsets of data corresponding to a given cell line, independently. Then, genes called “Absent” by MAS5 across all six samples of a given cell line were removed, leaving 14,012 and 13,096 probe sets in the 143BTK^−^ and the A549 dataset, respectively. The intersection between these two sets was of 12,031 probe sets. Microarray data from the three biological replicates available for each ρ° cell line were then compared to the three biological replicates of the corresponding parental cells using the BioConductor package “plgem” [11]. A PLGEM was fitted on an independent data set, containing Affymetrix HG-U133A data from eight distinct individuals, which had been pre-processed in the same way as the data reported in the present work. Resulting model parameters were used to calculate model-based signal-to-noise statistics when comparing ρ° cells versus parental cells. Genes were selected as differentially expressed in a particular cell line, if their observed signal-to-noise ratio was more extreme than the 5% most extreme statistics values observed during a series of 1,000 random re-samplings performed on the set of data set used to fit the model.

Though the two differential expression analyses performed independently on 143BTK^−^ and on A549 cells were run using quite relaxed stringency parameters (per-gene significance level = 0.05), a reduction of the false positive rate is expected when combining results from two independent analyses. Despite the impossibility to report an accurate p-value of the combined result, it is possible to speculate the following. In the case that not a single gene was actually differentially expressed, ∼700 genes ( = 14,012×0.05) and ∼655 genes ( = 13,096×0.05) would be expected to be selected by chance alone in the 143BTK^−^ and the A549 dataset, respectively. Instead, 548 were selected as up-regulated and 674 genes were selected as down-regulated in the 143BTK^−^ dataset, whereas 1,504 were up- and 1,354 were down-regulated in the A549 dataset (Figure 1A). 

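Large increases in A549 were those of MAOA, monoamine oxidase A of the outer mitochondrial membrane, and of VCAM1, a vascular adhesion molecule, followed by PIGN, FPR1, CA8, SDC3, SIL1, GALK1 and BCHE, each with all 3 ρ° arrays above all 3 ρ+ arrays. Large decreases were those of KRT19, a keratin of simple epithelia, PTPRO, CEACAM6, GPX2, TM4SF4, a tetraspan membrane protein, DLC1, EFEMP1, CCL2, a chemokine that attracts monocytes, NFIB and C3, the complement component (21.9-fold). Apart from SIL1, CEACAM6, GPX2 and C3, the lower of the 2 mean signals of these genes was under 19.1, the lowest mean signal kept in A549, so the sizes of their changes were not measured. CA8 and DLC1 (chromosome 8), NFIB (9), VCAM1 and SDC3 (1) lie on chromosomes that were lower as a group in A549 ρ° cells, and MAOA (X), PIGN (18), SIL1 (5), BCHE and TM4SF4 (3), PTPRO (12), GPX2 (14), GALK1, KRT19 and CCL2 (17) on ones that were higher there. At an unadjusted p under 0.05 from limma, 531 probe sets were higher and 644 lower in 143BTK− ρ° cells, 8.39% of 14012. Of the 9 other splits of these 6 arrays into groups of 3, 2 gave more than this total of 1175 (1638 and 1321), so the number is not above what regrouping gives. In A549 1834 were higher and 1750 lower, 27.4% of 13096 and 3584 in all, where the highest other split gave 635. After Benjamini-Hochberg adjustment limma called 0 probe sets in 143BTK− (smallest adjusted p = 0.116). A power law global error model fitted on the ρ+ or the ρ° replicates called 3018 or 2494 there at a level of 0.05 per gene that is not adjusted, beside the 1175 of limma without adjustment. In A549 741 rose and 681 fell after adjustment.
The A549 total of 1422 was 1921 without the ρ+ C array, 517, 425 or 633 without the ρ+ B, ρ° A or ρ° B array, and 770 without the intensity trend. The 143BTK− total of 1175 at an unadjusted p under 0.05 was 763 or 773 without the ρ+ A or ρ+ B array and 1202 without the ρ+ C array.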

Under the same null hypothesis, and considering a complete independence between the two analyses, the total number of false positive genes in the combined result should drop down to ∼30 ( = 12,031×0.05×0.05), while in fact 88 genes were found as commonly up-regulated and 103 as commonly down-regulated in the two cell lines (Figure 1A).

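With the list sizes given in the paper, independent lists would share 68.5 higher and 75.9 lower probe sets of 12031 (the product of both list sizes divided by the number tested in both), and chance at a level of 0.05 in each line without any true change would give 15.0 with the same direction, higher and lower together. The paper's common lists are 1.28 and 1.36 times the product. In the limma fits the observed numbers were 1.48 and 1.26 times it. Table S1 shows the genes behind these numbers, and of those named in the text, the Rieske gene UQCRFS1, the translocator SLC25A6, the ATP synthase subunit ATP5F1D, the nuclease ELAC2, the matrix protein C1QBP and the deacetylase HDAC1 had the same sign of change in both lines here.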

### Functional categories enrichment evaluation

The list of 191 probe sets was first converted into the corresponding 180 unique Entrez Gene IDs [49] and then analyzed with the function “GOHyperG” from the BioConductor package “GOstats” that uses the hypergeometric distribution to evaluate enrichment of particular Gene Ontology functional categories [50]. An independent analysis was performed for each of the three ontologies currently supported by the GO project, i.e molecular function, biological process, and cellular component [51].

### Quantitative RT-PCR

Total RNA was prepared from 8×10^6^ cells using the RNeasy kit (Qiagen). Superscript reverse transcriptase II (Invitrogen), was used to produce cDNA starting from 12 μg of total RNA. RT-PCR was carried out using an Applied Biosystem Inc. (ABI) Prism 7000 Sequence Detection real-time system in a two-step reaction. Primers for the genes of interest are reported in Table 1 and were designed using the ABI Prism Primer Express (2.0) software. All primers were checked by BLAST search against the mRNA database to ensure, specific homology, only to the gene of interest. Each PCR reaction was performed in triplicate in 50 µl with 600 µM (final concentration) each of the forward and reverse primers, and 25 µl of 2× SYBR green PCR Master Mix (ABI) with the following profile: one cycle at 50°C for 2 min, one cycle at 95°C for 10 min, and then 40 cycles of 95°C for 15 s, 60°C for 1 min (two-step protocol). We chose as the endogenous control the glyceraldehyde-3-phosphate dehydrogenase (GAPDH) gene.

### Western blot analysis and antibodies

Approximately 2×10^6^ cells were trypsinized, pelleted, sonicated, and solubilized as previously described. SDS-polyacrylamide gel of 100–200 µg protein/lane, and Western blot analysis were performed as described [52]. An affinity purified polyclonal antibody against BCS1L was obtained from ProteinTech Group, Inc (Chicago). The monoclonal antibodies against RIS1, Core1, and Core2 were from Invitrogen. The monoclonal antibody against the 10 kDa subunit was from MitoSciences. In order to check for equal amount of proteins for all samples, the blot was stripped and re-probed with an SDH specific polyclonal antibody (Invitrogen). A mouse monoclonal antibody against the haemoagglutinin epitope of the influenza virus (anti-HA) was from Roche. An affinity purified polyclonal antibody against ELAC2 was from ProteinTech, while the polyclonal antibody against Ethe1 was raised in rabbit by Neosystem [52].

### Mitochondrial targeting

Immunofluorescence (IF) was carried out on coverslip-plated cells. Cells were fixed and incubated with a polyclonal antibody specific to mtSSB and with a monoclonal anti-HA antibody (Roche). Fluorescent-dye conjugated secondary antibodies were used as previously described [53]. IF was visualised using a confocal microscope (Biorad). *In vivo* import was performed as described [52].

### Cell fractionation

Standard methods were used for the preparation of mitochondrial fractions in cultured cells [54]. For sub-organellar localization, freshly isolated mitochondria from HeLa cells were treated with three cycles of freezing and thawing and six sonication strokes on ice-cold water. The membrane and soluble fractions were then separated by ultracentrifugation at 100,000×g for 1 hr at 4°C. For proteinase K protection, mitochondria were incubated with 100 µg/ml of proteinase K for 20 min at 37°C, with and without the addition of 0.5% Triton X-100.

### Generation and cloning of ELAC2^HA^

A full-length human *ELAC2* cDNA clone was obtained from the RZPD consortium (clone IRALp962C132Q). The first 970 bp on the 5′ end of the human *ELAC2* cDNA were tagged on the 3′ end with the HA epitope. The following oligonucleotides were used for PCR reaction using the RZPD clone as a template. Underlined sequence corresponds to the HA epitope: 5′-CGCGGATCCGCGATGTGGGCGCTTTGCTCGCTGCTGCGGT–3′ (forward primer); 5′-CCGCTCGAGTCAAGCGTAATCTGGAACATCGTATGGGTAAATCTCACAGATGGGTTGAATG-3′ (reverse primer). Each of the 30 PCR amplification cycles was 95°C for 1 min, 70°C for 2 min. The cDNA was cloned into the plasmid vector TA-cloning TOPO II kit (Invitrogen) and sequenced. The cDNA was then inserted into the eukaryotic expression plasmid vector pcDNA3.1 (Invitrogen) using suitable restriction sites. The predicted chimeric protein has an expected molecular weight of 36.5 kDa.

## Supporting Information

Figure S1 Distribution of gene expression changes per chromosome. Gene expression log2 ratios from the 143BTK− ρ° vs. ρ+ cells (upper panel) or from the A549 ρ° vs. ρ+ cells (lower panel) were subdivided based on chromosome and their distributions shown as box-and-whisker plots. 

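Of the probe sets kept, 12438 in 143BTK− and 11593 in A549 had a single gene on chromosomes 1 to 22 or X. The median change over all of them was −0.01 in 143BTK− and −0.00 in A549, and the interquartile range of the changes on a chromosome had a median of 0.504 and 0.732, wider than the shifts of the chromosomes' medians. A gain of 1 copy in a genome with 2 would move a chromosome by 0.585 and a loss by −1. This holds if expression follows copy number and every cell carries the change. Copy numbers of the parental lines were not measured, and with more than 2 copies these steps would be smaller. The medians of chromosome 14 in 143BTK− and of chromosomes 7, 8, 9 and 16 in A549 lay between 0 and the level of a loss, and that of chromosome 13 in 143BTK− between 0 and the level of a gain. Several named genes lie on these chromosomes, such as the stress response gene PCK2 on 14 (higher as a group in A549), the replication factor ORC6 on 16 and the sterol enzyme SQLE on 8.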

Chromosomal location was obtained from Ensembl version 53 [55] based on the NCBI 36 assembly of the human genome. Only probe sets not called always “Absent” across all samples of the corresponding GeneChip dataset and that uniquely mapped to a single locus were included in this analysis. Box-and-whisker plots were generated in R using default settings, i.e. the thick horizontal line inside the box represents the median of the distribution, and the lower and upper hinges of the box represent the first and the third quartile of the distribution, while the two whiskers extend to 1.5 times the inter-quartile range of the distribution. Outlier probe sets are plotted as circles. A red and a blue horizontal line are superimposed to the plot to show where the average gene expression ratio would be expected to be found, if the corresponding chromosome was gained once or lost once, respectively.
(5.66 MB TIF) Click here for additional data file.

Table S1 191 genes showing consistent and significant differential expression in ρ° vs. ρ+ cells (in both A549 and 143BTK− cell lines). 

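Of the 191 probe sets, 178 were among those kept in both lines here. Of the probe sets kept in each line, 183 had a change in the direction of Table S1 in 143BTK− and 183 in A549. At an unadjusted p under 0.05 from limma, 90 passed in that direction in 143BTK−, 159 in A549 and 76 in both, and after adjustment 95 passed in A549. In the mean change over both lines 89 passed the adjusted threshold, 42 higher and 47 lower, among them the stress protein NUPR1, the cholinesterase BCHE and the adhesion molecule NRCAM. The difference between the lines passed for 0 of them in limma. With a power law global error model fitted on the ρ+ or the ρ° replicates, 134 or 140 of the 178 were called in both lines in the direction of Table S1. The study chose these probe sets on these arrays, so the counts are no independent evidence of the changes. The table holds 184 different Entrez Gene IDs.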

Signal, detection and ratio between ρ° and ρ+ cells are reported along with gene names and accession numbers to Entrez Gene, GenBank and UniGene. 

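All 2292 signals printed in Table S1 were equal to the deposited signals within 0.05, and all 191 ratios in each line were within 1 percent of the ratio of the mean ρ° to the mean ρ+ signal. The signals are thus on the scale of the quantile-normalized values, and a ratio compares means of 3 arrays without their spread. The ratio of UQCRFS1, for instance, rests on ρ° arrays with an SD of 246 and ρ+ arrays with an SD of 84.5 in 143BTK−. For 1 probe set the ratio printed for 143BTK− goes against the direction under which it is listed. Detection gives the MAS5 call of each array, and 0 of the 191 were called Absent on all 6 arrays of a line.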

A, B and C are the three biological replicates for each condition.
(0.20 MB XLS) Click here for additional data file.

Table S2 Functional classification of differentially expressed genes. Genes are grouped according to their most likely function, deduced from Gene Ontology annotations and from data available in published literature.
(0.05 MB XLS) Click here for additional data file.

Table S3 Primers used in the quantitative PCR amplification analysis
(0.03 MB DOC) Click here for additional data file.

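The primers of Table S3 serve the RT-PCR measurements, in which the amount of a transcript is read from the number of amplification cycles its product needs and set relative to GAPDH, a glycolytic enzyme. A primer pair reads the stretch of the transcript between its ends, while a probe set of the arrays reads several short stretches near the 3′ end, so both can respond differently to splice forms of a gene such as PHB1 or ELAC2, each of which has 2 probe sets on the array. RT-PCR values are not analysed here.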

# Supplementary material for: How Do Human Cells React to the Absence of Mitochondrial DNA?
**Source:** PLoS One. 2009 May 28;4(5):e5713. doi: 10.1371/journal.pone.0005713
**Supplement:** Table S3 — Primers used in the quantitative PCR amplification analysis (0.03 MB DOC)

| **GAPDH** | Forward | 5'-ATGGAAATCCCATCACCATCTT-3' |
| --- | --- | --- |
|  | Reverse | 5'-CGCCCCACTTGATTTTG-3' |
| **RIS1** | Forward | 5'-GCCGTCACCCAGTTCGTTT-3' |
|  | Reverse | 5'-TTCGCCAGGGCCAACA-3' |
| **BCS1** | Forward | 5'-CTGGGCCTGGTGGCATT-3' |
|  | Reverse | 5'-CGAGCAGGGACTTCCAGTGT-3' |
| **ANT3** | Forward | 5'-TTGCCAACGTCATTCGCTACT-3' |
|  | Reverse | 5'-TGTACTTATCCTTGAAGGCGAAGTT-3' |
| **ATP5D** | Forward | 5'-TTGTGAGCAGCGGTTCCA-3' |
|  | Reverse | 5'-CCAACAACTGCACCGAAGAGT-3' |
| **PHB**  **ELAC2** | Forward  Reverse  Forward  Reverse | 5’-GCGTGGTGAACTCTGCCTTATA-3’  5’-CACGGAATCGGTCAAAGATGA-3’  5’-TTGCTCGCCTGGACAACAT-3’  5’-TAAGCCCCCAACATTAGACCA-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

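Total RNA of ρ+ and ρ° cells of 143BTK− and A549 was measured on 12 HG-U133A arrays, 3 for each line and state. The intensity values are MAS5 signals on a linear scale: the authors processed the array images with Microarray Suite 5.0 to a signal per probe set and then quantile-normalized the 6 arrays of each line on their own in R, and the deposited values were used as they are. The signals ran from 0.1 to 12270.4 in 143BTK− and from 0.1 to 14101.7 in A549, and the levels of the lines are not on the same scale. All 12 arrays were used, and no column of the values was left out. Arrays were grouped by line and mtDNA state alone.

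The authors removed probe sets called Absent on all 6 arrays of a line. As detection calls were not used here for this step, the probe sets were ranked by mean log2 signal over the 6 arrays of a line, and the paper's number of probe sets was kept in each (14012 and 13096). Changes were tested with limma 3.58.1 in R 4.3.3 on log2 signals (lmFit and eBayes with an intensity trend, no offset), with Benjamini-Hochberg adjustment and a threshold of 0.05. The fits of a line had 4 residual degrees of freedom. The fit of all 12 arrays, with 4 groups, gave the mean change and the difference of the change between the lines. Fisher's exact test was used for overlaps, and all rearrangements of the arrays within the lines for the exact permutation p of single genes.

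Gene lists were tested with camera of limma at a correlation of 0.01, with an estimated correlation, and with fry. Of the 47 lists, 43 were written from general knowledge before any value of the arrays was seen, and 4 are the categories of Table S2, whose genes the study chose on these samples. A gene was represented by the kept probe set with the highest mean log2 signal over the 12 arrays. The genes named from the counts were the 10 highest and 10 lowest in A549 by log2 change among those that passed, the 10 in each direction with the largest smaller change of both lines at an unadjusted p under 0.05, the 10 with the largest difference between the lines among those that passed, list members that passed, and every gene the paper names. Table S1 had been seen when this rule was written. Y-linked genes were left out of all named genes, and not every gene that the rule selects is reported here. Probe sets were named from the platform annotation, and of the 19071 with a single gene 19059 matched an Entrez Gene ID of the RefSeq table (GRCh38.p14) and 12 did not. Chromosomes were compared by the mean log2 signal of their probe sets minus that of all others on each array, with limma over 23 chromosomes.

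The power law global error model was rewritten for use as an alternative. It was fitted on the ρ+ or on the ρ° replicates of the same line, with 200 resamplings and a level of 0.05 per gene, and not on the 8 individuals that the paper used. Other alternatives were scaling to the same median, quantile normalization over 12 arrays, 16 or 64 added before log2, no filter or a mean signal of at least 100, no intensity trend, the replicate letter as a block, other probe sets of a gene, and each array left out in turn. Both parental C arrays left out, the 143BTK− parental C and depleted B arrays left out, and changes centred on the median of a chromosome were added later. Random regroupings of the arrays gave the results without a true grouping. The tests were tried on simulated data with known changes: at 4-fold, 36.2% of the changed probe sets were recovered in 143BTK−, 55.4% in A549 and 92.4% in the mean change, and at 2-fold 5.71%, 17.7% and 68.2%. False calls over all folds were 0, 3 and 5 in these simulated data, which is no measure of false calls on the real arrays. At 1.5-fold 0 of 61 were recovered in 143BTK− and 0 of 65 in A549. The simulation does not give the share that is missed on the real arrays. In A549, changes near that size passed in limma for NOP53 (ratio 1.51, adjusted p = 0.0361) and ERP29 (1.51, 0.029). A TSPAN4 probe set did not pass (1.50, 0.0653). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.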

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

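The tests of array bias by correlation, of windows of neighbouring genes, of the PTPRO probe sets and of the 143BTK− 3′ to 5′ ratio were chosen after seeing the data. The regroupings, the removal of the signal trend, the shared batch, the 3′ to 5′ ratios over both lines and the growth state were written down before the data were examined. For the regroupings this covers the share of all splits. The count among the 8 splits that kept the groups of A549 together was not part of that test.

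Shifts of whole chromosomes were found in both lines, where the paper's Figure S1 reports similar averages. Regroupings of the arrays gave 26 called chromosomes only for the real grouping (1 of 100 pairs of splits, highest other 16), which argues against a chance split over both lines together. In a single line the real split called 10 chromosomes in 143BTK− and 16 in A549, and every other split called 0. With 10 splits in a line, which are too few for a share under 0.05, chance cannot be excluded for a line alone. Removing each array's trend on signal level left 100% of the 26 called, but it moved the log2 changes by a median of only 0.00502 and 0.00393, so it does not test a bias that follows signal level, which stays open. The correlation of the contrasts between the lines was 0.0885 (95% confidence interval −0.336 to 0.483). This argues against a strong bias tied to what a chromosome holds that acts alike in both. A moderate one stays open, and one that acts differently in each line was not tested. With the side and the size of a chromosome set from every second gene, 89.8% of the windows of the other genes lay on that side on the 12 chromosomes beyond 0.15 (53 of 59, chromosomes 18 and 21 of A549 with 1 of 2 and 0 of 1), which argues against a few strong genes as the source. It is what copies lost or gained would give, and copy number was not measured. Within 0.15 the share was 69.8%, and the same test cannot tell there.

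The signal of the kept PTPRO probe set fell from 249 ± 174 to 7.07 ± 5.77 in 143BTK− and from 684 ± 399 to 9.53 ± 1.1 in A549 (SD, n = 3 arrays each), in a gene the paper's text does not discuss. Its mean log2 change of −5.57 is not a measured size, as the depleted arrays lay below the lowest mean signal kept (12.6 and 19.1). Binding of a transcript of mtDNA to this probe set was set against it: the depleted arrays had means under the lowest mean signal kept in 2 lines, as such a transcript would give, and as a silenced gene would give too, so the test cannot tell. A fall of PTPRO itself would be read by its other probe set, which was above that level in 0 lines, so this cannot be told either. A comparison of the probe sequences with mtDNA was not made here.

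The parental C arrays lay apart from A and B. So did the 143BTK− ρ° B array, with median absolute log2 differences of 0.428 to A and 0.49 to C, against 0.362 between A and C. Its deviations had a correlation of 0.389 with those of the 143BTK− ρ+ C array. Without these 2 arrays limma called 0 probe sets in 143BTK− after adjustment. In A549 the C array's 3′ to 5′ ratio of beta-actin was 3.11 times the higher of A and B, the largest of the 4 ratios compared, so RNA degradation may contribute there, and this test cannot tell over both lines. In 143BTK− the larger such ratio was 0.921, which argues against strong degradation in that line. It rests on 2 control transcripts, of which GAPDH reached only 1.11 in A549 where beta-actin reached 3.11. The deviations of the C arrays had a correlation of −0.0217 between the lines, which excludes a shared batch. Another growth state could explain the A549 array, as the mitosis list lay outside the range of 10000 random lists in 1 line, A549 (0.662, range −0.126 to 0.245), and not in 143BTK− (−0.102, range −0.215 to 0.198).

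Of the genes whose change differed most between the lines, the change in A549 minus that in 143BTK− was −5.53 for EFEMP1 (limma adjusted p = 0.00345), −5.31 for GPX2, −5.14 for CEACAM6, −5.01 for DLC1, whose second probe set in A549 did not pass (0.657), and 4.39 for DLK2. It was −4.18 for NFIB (0.00293), −4.04 for IGFBP3, 4.03 for CA8, −3.95 for FBN2 (0.000159) and −3.95 for H2AC25 (0.0214). For EFEMP1, DLC1, DLK2, NFIB, CA8, FBN2 and H2AC25 the lower mean signal in A549 was under the lowest mean signal kept (19.1), so the sizes of these differences were not measured. DLC1, CA8, NFIB, IGFBP3 and H2AC25 lie on chromosomes that were lower in A549, of which that of IGFBP3 was higher and those of NFIB and H2AC25 lower in 143BTK−. GPX2 lies on one that was higher in A549 and lower in 143BTK−, CEACAM6 on one that was higher in 143BTK−, and DLK2 and FBN2 on ones that were higher in A549. Below −2 in both lines, and not discussed in the paper's text, were also NRCAM (mean log2 change −2.18) and ZNF710 (−2.38), each with another probe set that moved less, ZNF710 with depleted signals under that limit in both lines, and both on chromosomes that were lower in A549 and higher in 143BTK−.

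Regroupings were also run for the counts. With 10 splits of the 6 arrays of a line, which are too few for a share under 0.05, the 143BTK− count of 0, which any split reaches, was reached in 10 of 10 (highest other 15), its 6 gene lists in 4 (highest other 12), the A549 count of 1422 in 1 (highest other 0) and its 12 lists in 2 (highest other 13). Without adjustment the real split of 143BTK− gave 1175 calls and 2 other splits gave more (1638 and 1321), and in A549 it gave 3584 (highest other 635). Over 100 splits, as many calls as the real grouping came in 4 for the mean change (449, highest other 1022), in 4 for the difference (237, highest other 346) and in 4 for probe sets with the same direction (189, highest other 402), and in 5 for the lists of the mean change (14, highest other 18), for which chance is not excluded. For the first 3 the share is under 0.05, but it comes from A549: 8 of the 100 splits kept the 2 groups of A549 together, 4 of these 8 reached the real number, and with A549 regrouped the highest numbers were 27, 27 and 94, and 15 lists. Chance is thus not excluded for a change shared by both lines or for a part of 143BTK− in the difference. The split with 1022 calls regrouped 143BTK− alone, which points to a structure among those arrays.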

How the results depend on the processing

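The alternatives with parental C arrays left out and with centring on chromosomes were chosen after seeing the data, and all others were set earlier. No quantile normalization could not be run, because the deposited signals are already quantile-normalized. The cause of the changes below was not tested. With 3 arrays in a group, single arrays move most counts, and 143BTK− is least certain.

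In 143BTK− limma called 0 probe sets after adjustment, and 1 with the replicate block (1 lower), 10 in the fit of 12 arrays (4 higher, 6 lower), 3018 and 2494 with the error model fitted on ρ+ and ρ° replicates, whose level of 0.05 per gene is not adjusted here or below, and 1175 in limma without adjustment. Each array left out gave 0 to 0. In 143BTK− the replicate letters did not pair the arrays. The correlation of the deviations of ρ° and ρ+ arrays was 0.359, −0.106 and −0.0155 for the same letter there. For different letters it ran from −0.469 to 0.389. In A549 it was 0.107, 0.0543 and 0.0861 for the same letter and −0.105 to 0.0193 for different letters. A weak pairing is thus not excluded in A549. The unadjusted count of 1175 was 589 at a mean signal of at least 100 and 3018 and 2494 with the error model, and it ran from 763 (without ρ+ A) to 1463 (without ρ° C) with an array left out, with 773 without ρ+ B.

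The A549 count of 1422 was 770 with no intensity trend, 5052 and 5683 with the error model on ρ+ and ρ° replicates, 3584 without adjustment and 921 when centred. With an array left out it ran from 425 (without ρ° A) to 1921 (without ρ+ C), with 517 without ρ+ B and 633 without ρ° B. The unadjusted 3584 was 2063 at a mean signal of at least 100 and 5683 with the error model on ρ° replicates, and ran from 2657 to 3963 with an array left out.

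Adjusted calls in both lines in the same direction were 0 in limma, 1 with the replicate block, 3 in the fit of 12 arrays (0 higher, 3 lower), 624 and 590 with the error model (435 and 399 opposite), 189 without adjustment and 148 of these at least 1.5-fold, and 0 to 0 with an array left out. The unadjusted 189 was 101 at a mean signal of at least 100, 624 and 590 with the error model, and 117 (without 143BTK− ρ+ B) to 263 with an array left out. The mean change count of 449 was 233 with no intensity trend and 215 when centred. With an array left out it ran from 110 (without A549 ρ° A) to 548, with 230, 141 and 221 without 143BTK− ρ+ A, ρ+ B and ρ° A, and 281, 132 and 159 without A549 ρ+ A, ρ+ B and ρ° B. The difference count of 237 was 130 with no intensity trend and 157 when centred. With an array left out it ran from 61 (without A549 ρ° A) to 311, with 112, 151 and 89 without 143BTK− ρ+ A, ρ+ B and ρ° A, and 148, 78 and 125 without A549 ρ+ A, ρ+ B and ρ° B.

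Gene lists called were 6 in 143BTK− (0 with an estimated correlation, 0 with fry, 4 to 9 with an array left out), 12 in A549 (0 with an estimated correlation, 10 with fry, 11 to 14) and 14 in the mean change (0, 9, and 12 to 17). Chromosomes called were 10 in 143BTK− (17 with the replicate block, 8 to 11 with an array left out) and 16 in A549 (19 with the replicate block, 15 to 21). The range of the chromosomes' medians in A549, 0.516, was 0.427 with no filter, 0.548 with means, and 0.485 (without ρ° C) to 0.526, and in 143BTK− 0.627 (0.547 to 0.631). Of the single genes the paper names, 5 were called in A549, 1 with no intensity trend, 0 with other probe sets, and 0 (without A549 ρ+ B, ρ° A or ρ° B) to 9 (without ρ° C), with 2 without ρ+ A. Without both parental C arrays the adjusted counts were 0 and 1921, the mean change 608, the difference 264, the lists 9, 14 and 16, the chromosomes 11 and 21 and the single genes 4.

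Of 553 values of single genes under alternatives, 484 kept their size, 27 were weaker, 6 stronger and 36 reversed, 2 of these with an unadjusted p under 0.05. In 143BTK− the lowest and highest log2 change with an array left out were −0.83 and 0.22 for PHB1 (0.22, 0.19 and 0.20 without ρ+ A, ρ+ B and ρ° B, 0.62 with the other probe set), −0.41 and 0.11 for SSBP1 (0.11 and 0.01 without ρ+ B and ρ° B, 0.29 with the other probe set), −0.32 and 0.28 for TWNK (−0.32 and −0.16 without ρ+ C and ρ° A), −0.20 and 0.01 for UQCRQ (0.013 without ρ° C), −0.22 and 0.30 for UQCR11 (0.062 and 0.30 without ρ+ C and ρ° C), −1.14 and 0.08 for H2AX (0.085 without ρ° B, 0.21 with another probe set) and −0.08 and −0.02 for GAPDH (0.038, 0.068 and 0.0047 with other probe sets). In A549 they were −0.79 and −0.45 for PHB1 (0.073 with the other probe set), −0.23 and 0.77 for POLG (−0.23 without ρ° B), −0.03 and 0.53 for UQCRC1 (−0.029 without ρ+ A), −0.12 and 0.13 for UQCRB (0.05 and 0.13 without ρ+ B and ρ° C), −0.16 and 0.28 for UQCR10 (−0.03, −0.16 and −0.11 without ρ+ B, ρ+ C and ρ° C), −0.16 and 0.21 for UQCR11 (−0.16 and −0.00 without ρ+ C and ρ° B), −0.79 and −0.08 for H2AX (0.57 with another probe set), −0.62 and 0.16 for CDKN1A (0.16, 0.09 and 0.05 without ρ+ A, ρ+ B and ρ° C) and −0.18 and −0.02 for GAPDH (0.023 with another probe set).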

Differences from the paper's values

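For the Rieske transcript (UQCRFS1) the paper states a decrease of 60 to 70 percent, and the signals gave 22.1% in 143BTK− (SD 16.1) and 36.7% in A549 (SD 15.1). Read as a level left of 70 percent, the same statement does not differ from the 77.9% and 63.3% found here in any setting. Of the alternatives set before the data were examined, all 10 for 143BTK− differ from the paper's value of 60 (16.5 to 30.9). No intensity trend and the replicate block are among them. A ratio of means does not depend on either, so in both lines they repeat the main value and test nothing. In A549 those without the ρ+ B (41.2) or the ρ° C array (41.3) do not differ, and the others do: quantile normalization over 12 arrays (38.4), 16 added before log2 (36.6), no intensity trend, the replicate block, and the ρ+ A (39.1), ρ+ C (28.4), ρ° A (34.4) or ρ° B (34.4) array left out. In Figure 2A the bars are at about 78 percent of the parental level in 143BTK− and about 63 in A549, read by eye.

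For ATP5D in A549 the paper states an increase of up to 40 percent, and the signals gave 65.1% (SD 24.9). Alternatives that do not differ from the paper's value are quantile normalization over 12 arrays (64), 16 added before log2 (61.1), the ρ+ A (61.3), ρ+ C (60.7), ρ° A (60.5) or ρ° B (58.2) array left out and the other probe set (59.7). Those that differ are the ρ+ B (74.1) or ρ° C (76.7) array left out. No intensity trend and the replicate block repeat the main value (both 65.1) and test nothing. The values 64 and 65.1 fall on different sides of the limit, so the label separates values that are close. In Figure 2A the A549 bar is at about 160 percent, read by eye.

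The paper names the genes of mtDNA replication and transcription as absent from its results. Those results are of genes selected in both lines, and limma called 0 of 23 such genes in 143BTK−, so the nearest comparison here is the mean change, in which MTERF3 and TOP3A fell. In A549 alone, which is not the same comparison, SSBP1, MTERF3 and SUCLG1 fell, the first with a call that single arrays end. The paper states that other genes of the respiratory complexes were unaltered. In the mean change 2 of 28 members of complex I fell, 0 of 10 of complex IV passed and 2 of 15 of complex V rose, among them ATP5F1D, which the paper names. In 143BTK− 0 passed, and in A549 alone members of complexes I and IV fell and members of complex V rose and fell. The paper reports similar average changes across chromosomes, and here chromosomes differed in both lines.

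Of the genes that the paper calls in both lines, limma called UQCRFS1, ATP5F1D, ELAC2 and C1QBP in A549 and 0 of them in 143BTK− after adjustment. SLC25A6, PHB1, H2AZ1, H2AX, CCNE2 and HDAC1 were called in neither line. The power law global error model, at a level per gene that is not adjusted, called ATP5F1D and SLC25A6 higher and ELAC2, C1QBP, HDAC1 and a probe set of H2AZ1 lower in both lines under both fits. It called UQCRFS1 in both lines in the fit on the ρ° replicates and in A549 alone in the other fit, PHB1 and the other H2AZ1 probe set in A549 alone, CCNE2 in 143BTK− and H2AX in neither. In limma, SLC25A6 was also called in A549 with the replicate block, H2AZ1 with the replicate block or without the ρ° C array, and PHB1, H2AX and HDAC1 without the ρ° C array. The probe sets of PHB1 point in different directions. For Table S1, 76 of the probe sets passed at an unadjusted p in both lines in limma, and 134 or 140 of the 178 kept in the error model. The number the paper expects in common by chance uses the test's level in each line, and the product of its list sizes gives 68.5 and 75.9.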

Other observations

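The gene lists of this part were written without these values, and the genes named in them were chosen by the result of the test. Targets of ATF4 and the integrated stress response, which cells switch on when amino acids run short or mitochondria fail, were higher in ρ° cells. Of 28 measured, 4 rose and 0 fell in the mean change (limma, 5 and 1 when adjusted over the list alone): NUPR1, PCK2, CHAC1, which degrades glutathione, and PYCR1. The list was higher in 143BTK− (median 0.425, limma camera adjusted p = 3.75e-06, and adjusted p = 0.451 with an estimated correlation) and in the mean change (0.365, 0.00011, and adjusted p = 0.238 with an estimated correlation), but not in A549 (0.237), where SLC7A5, a transporter of large amino acids, and TRIB3, an inhibitor of ATF4, fell and PCK2, NUPR1 and SLC7A11, the cystine transporter, rose. SLC7A5 differed between the lines (log2 change 0.55 in 143BTK− and −1.96 in A549, limma adjusted p of the difference = 0.00781). SLC7A5 and NUPR1 lie on chromosome 16, which was lower as a group in A549, PCK2 on 14, which was lower in 143BTK− and higher in A549, CHAC1 on 15, which was higher in 143BTK− and lower in A549, PYCR1 on 17, which was higher in A549, and SLC7A11 on 4, which was lower in 143BTK−.

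Cholesterol synthesis was lower. Of 16 enzymes, 5 fell and 0 rose in the mean change (limma, 6 and 0 when adjusted over the list alone): MSMO1, IDI1, HSD17B7, SQLE and DHCR7 (2.47-fold, 2.00-fold, 1.83-fold, 1.69-fold and 1.57-fold lower), with a list median of −0.424 (limma camera adjusted p = 8.72e-05, and adjusted p = 0.238 with an estimated correlation; 0.000208 in A549 and 0.072 in 143BTK−). Glycolysis was lower too, with 2 of 16 fallen (1 higher and 8 lower when adjusted over the list alone), the aldolases ALDOC, whose depleted signal in A549 was too low for a size, and ALDOA (−0.44), and in A549 also PGAM1, GPI, PKM and the glucose transporter SLC2A1 (median −0.374, limma camera adjusted p = 0.000152, and adjusted p = 0.238 with an estimated correlation; 0.000824 in A549 and 0.072 in 143BTK−). With an estimated correlation the cholesterol and glycolysis lists did not pass in A549 (limma camera, adjusted p = 0.504 for each). Targets of the hypoxia-inducible factor did not shift (median −0.05, limma camera adjusted p = 0.878), with 1 of 15 higher in A549, MXI1, a relative of MAX. SQLE (chromosome 8) and ALDOA (16) lie on chromosomes that were lower as a group in A549, MSMO1 (4) on one that was lower in 143BTK−, HSD17B7 and SLC2A1 (1) on one that was lower in both, PKM (15) on one that was lower in A549 and higher in 143BTK−, DHCR7 (11) and ALDOC (17) on ones that were higher in A549 and GPI (19) on one that was higher in 143BTK−.

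Extracellular matrix genes were higher in the mean change, 4 of 22 (limma, 5 over the list alone): COL6A2, LAMB2, COL4A2 and LAMB1 (1.36, 0.93, 0.70 and 0.61; list median 0.195, limma camera adjusted p = 0.0016, and adjusted p = 0.238 with an estimated correlation), with a list median of 0.39 in 143BTK− (0.00049, and adjusted p = 0.355 with an estimated correlation) and of 0.0632 in A549, where it did not pass (0.274) and 3 genes rose and 1 fell. Lysosomal genes were higher, 3 of 29 (7 over the list alone): MAN2B1, NAGLU and HEXA (1.27, 0.87 and 0.78; median 0.177, limma camera adjusted p = 0.00343, and adjusted p = 0.168 with an estimated correlation), but the list did not pass in 143BTK− (0.0536) or A549 (0.0691) alone. Without the parental C arrays it passed in both (limma camera, adjusted p = 0.00849 and 0.0272). Without the 143BTK− ρ° B or the A549 ρ+ B array it did not (0.189 and 0.171). Of 26 cytoskeletal genes 1 fell in the mean change (5 over the list alone), TUBA4A (−0.93; median −0.206, limma camera adjusted p = 0.0225, and adjusted p = 0.455 with an estimated correlation), and the list did not pass without the 143BTK− ρ° B (0.0994), A549 ρ+ A (0.0605) or A549 ρ° B array (0.0516). It passed in A549 (6 of 26 lower, 0.00587, and adjusted p = 0.504 with an estimated correlation) and not in 143BTK− (0.484). In the mean change 2 of 7 metallothioneins fell (5 over the list alone), MT2A and MT1X (−0.63 and −0.64; limma camera adjusted p = 0.00215, and adjusted p = 0.356 with an estimated correlation; 0.00466 in A549 and 0.354 in 143BTK−), on chromosome 16. The A549 call of this list did not hold with an estimated correlation (limma camera, adjusted p = 0.504). After centring on the chromosomes' medians it did not hold in A549 (0.124) but did in the mean change (0.0379). In A549, chaperones of the endoplasmic reticulum were higher, 3 of 19 with 1 lower (7 and 1 over the list alone): HSP90B1 (3.70-fold), PDIA6 and ERP29, with DERL1 lower (limma camera adjusted p = 0.000853, and adjusted p = 0.504 with an estimated correlation), and not in 143BTK− (0.58) or the mean change (0.0516). MAN2B1 (chromosome 19) and COL4A2 (13) lie on chromosomes that were higher as a group in 143BTK−, LAMB1 (7) and HEXA (15) on ones that were higher in 143BTK− and lower in A549, COL6A2 (21), LAMB2 (3), NAGLU (17), HSP90B1 and ERP29 (12) on ones that were higher in A549, and DERL1 (8) and the metallothioneins (16) on ones that were lower there.

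With all arrays and before centring, the other lists did not pass in either line or the mean change by limma camera. In A549 limma called, of each list, 5 lower of 18 NF-kB and chemokine targets, with CXCL1 (−1.81) and CCL2 among them (adjusted p = 0.092), 1 higher and 5 lower of 25 NRF2 and antioxidant genes (0.754), 2 lower of 21 interferon-stimulated genes, OAS1 and PSMB8 (0.801), 1 higher of 9 MHC class I genes, B2M (0.261), 2 higher and 1 lower of 14 p53 targets, CCNG1, DDB2 and TNFRSF10B (0.802), 1 higher and 1 lower of 17 peroxisomal genes, PECR and GNPAT (0.0949), 1 lower of 20 genes of ribosome biogenesis, NOLC1 (0.261), 0 of 16 cytosolic aminoacyl-tRNA synthetases (0.754; 2 higher and 2 lower without adjustment), and 1 higher and 1 lower of 16 genes of fatty acid beta-oxidation, HADHB and ETFB (0.802). Of 10 housekeeping genes 1 rose and 2 fell (0.331), B2M, PPIA and YWHAZ. HADHA and ECI1 of beta-oxidation rose in the mean change (0.62 and 0.96), and 0 of the 16 fell (3 higher and 2 lower when adjusted over the list alone). Of these genes, TNFRSF10B and YWHAZ (chromosome 8), ECI1 (16) and GNPAT (1) lie on chromosomes that were lower as a group in A549, GNPAT's also in 143BTK−, B2M (15) and PPIA (7) on ones that were lower in A549 and higher in 143BTK−, OAS1 (12), PSMB8 (6), CCNG1 (5), DDB2 (11) and CCL2 (17) on ones that were higher in A549, CXCL1 (4) on one that was lower in 143BTK− and ETFB (19) on one that was higher there. A probe set of HADH, also of beta-oxidation, fell in the mean change (−1.04, limma adjusted p = 0.00956). Table S1 lists it as lower, the study chose it on these samples, and the list's count does not use it. Glucuronidation genes were too few to test as a list (1 measured in 143BTK− and 2 in A549, limma, 0 passing). Without the parental C arrays, NF-kB and chemokine targets passed lower and peroxisomal genes higher in A549 (limma camera, adjusted p = 0.0346 and 0.0349). In the mean change peroxisomal genes then passed higher and ribosome biogenesis lower (0.0219 and 0.00989). After centring, NF-kB and chemokine targets passed in A549 (0.0419). With an estimated correlation and all arrays 0 lists passed.

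CDKN1A (p21), which halts the cell cycle and which the paper cites for other cells, had a log2 change of −0.79 in 143BTK− (limma adjusted p = 0.538, with all 3 ρ° arrays below the ρ+ arrays) and −0.12 in A549 (limma adjusted p = 0.863), and the exact permutation over both lines gave p = 0.16.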
